# Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (*Danio rerio*)

**DOI:** 10.1371/journal.pone.0145801

**Published:** 2015-12-29

**Authors:** João Sollari Lopes, Rodrigo Abril-de-Abreu, Rui F. Oliveira

## Abstract

Public information is widely available at low cost to animals living in social groups. For instance, bystanders may eavesdrop on signaling interactions between conspecifics and use it to adapt their subsequent behavior towards the observed individuals. This social eavesdropping ability is expected to require specialized mechanisms such as social attention, which selects social information available for learning. To begin exploring the genetic basis of social eavesdropping, we used a previously established attention paradigm in the lab to study the brain gene expression profile of male zebrafish (*Danio rerio*) in relation to the attention they paid towards conspecifics involved or not involved in agonistic interactions. Microarray gene chips were used to characterize their brain transcriptomes based on differential expression of single genes and gene sets. These analyses were complemented by promoter region-based techniques. Using data from both approaches, we further drafted protein interaction networks. Our results suggest that attentiveness towards conspecifics, whether interacting or not, activates pathways linked to neuronal plasticity and memory formation. The network analyses suggested that *fos* and *jun* are key players on this response, and that *npas4a*, *nr4a1* and *egr4* may also play an important role. Furthermore, specifically observing fighting interactions further triggered pathways associated to a change in the alertness status (*dnajb5*) and to other genes related to memory formation (*btg2*, *npas4b*), which suggests that the acquisition of eavesdropped information about social relationships activates specific processes on top of those already activated just by observing conspecifics.

## Introduction

Group living animals may extract information from signalling interactions between conspecifics and use it to adjust their subsequent behavior towards the observed individuals, without the costs of first-hand experience (aka social eavesdropping [1,2]). Thus, this ability to adjust behaviour to a dynamic social environment is expected to impact Darwinian fitness. As such, it has been proposed that group living may have selected for cognitive processes that promote the ability for animals to use social information [3–5]. These adaptive specializations in cognition may have evolved both at the level of learning mechanisms and at the level of input mechanisms [6] such as social attention, which detect social information available for learning. For instance, to eavesdrop on conspecific interactions an animal must first be able to detect, approach and attend the signalling conspecifics between a multitude of other social and non-social stimuli in order to select and extract relevant information. This suggests that tuning of attention towards social interactions should be an essential mechanism for successful social eavesdropping.

While social eavesdropping has been investigated at the behavioral level in several species [7–10], to our knowledge its neural mechanisms and implications at the brain gene expression level have never been studied. However, it is known that the input of specific social information is linked to changes in gene activation in the brain, which in turn influence subsequent behavioral outputs [11]. Moreover, different behaviors have been shown to be strongly associated with different brain gene expression profiles [12]. For example previous work in our lab using zebrafish, a highly social model organism [13] with a wide set of neurogenetic tools available [14], has shown that a social acute agonistic event, like the experience of winning or losing a fight, is enough to elicit massive changes to the brain gene expression profiles of the interacting fish (Oliveira et al, 2015). In the case of social eavesdropping, it should also be expected that a bystander to a third party interaction will present different brain gene expression profiles reflecting the process of information acquisition and also its attentional state towards the interacting conspecifics (i.e. actively eavesdropping or not).

We started exploring the genetic basis of social eavesdropping as a follow-up to a previous study in our lab that used a one-trial preference task in which a bystander male zebrafish could observe, without being observed: an agonistic interaction (fight) between two male conspecifics; two non-interacting male conspecifics; or an empty tank (socially isolated) [15]. The behavior of bystanders was used as a read out of attention, by using a combination of measures such as sustained proximity, body orientation and directional focus. The study revealed that zebrafish were more attentive towards interacting (i.e. fighting) than towards non-interacting pairs of conspecifics, with the exposure to fighting not affecting activity or stress levels of the bystanders [15]. This tuning of attention is expected to be an essential aspect for social eavesdropping, in this case on the dominance status of the opponents, without incurring in the costs associated with fighting, which has already been shown to occur in zebrafish [16].

In this study, we selected representative individuals from each of the three treatments described above according to their behavioral profile, and used microarray gene chips to study their brain transcriptome. Our main goal was to characterize distinctive transcriptomic profiles associated with social information acquisition and to identify candidate genes related to attentiveness in general and to social eavesdropping in particular. Our approach was based on differential expression of single genes and of gene sets relative to a reference group of socially isolated individuals. We complemented these analyses by considering the alignment of transcription factor (TF) motifs with the promoter region of differentially expressed (DE) genes. Finally, we used data from both approaches to draft a protein interaction network that may be used as a base to understand the mechanisms behind the resulting transcriptomes. This approach had the advantage of allowing us to analyze the social regulation of gene expression and its underlying biological processes in freely moving zebrafish, while in a social eavesdropping context.

## Materials and Methods

### Behavioral task and procedures

Adult male wild-type (AB) zebrafish (11 months old) bred and held at Instituto Gulbenkian de Ciência (IGC, Oeiras, Portugal) were used. All fish were kept in mixed sex groups in environmentally enriched stock tanks (gravel substrate, artificial plants and rocks). All procedures were reviewed by the Instituto Gulbenkian de Ciência Ethics Committee, and approved by the competent Portuguese authority (Direcção Geral de Alimentação e Veterinária, permit 008955).

Thirty nine fish were previously subjected to one of three treatments (13 individuals per group) for 30 minutes (Fig 1A): (1) bystanders to a pair of interacting (i.e. fighting) male conspecifics; (2) bystanders to two non-interacting male conspecifics; and (3) socially isolated [15]. Each focal fish was subjected to a single test after an overnight baseline period of isolation in the corresponding test tank. Bystanders could visually observe through a one-way mirror the corresponding stimuli fish without being observed and no chemical communication was possible. Individual behavior was video recorded from a top-down view perspective and analyzed using a custom-made video tracking system that tracked the body position of each fish inside a defined region (arena) of the test tank (further details in [15]).

**Fig 1:**
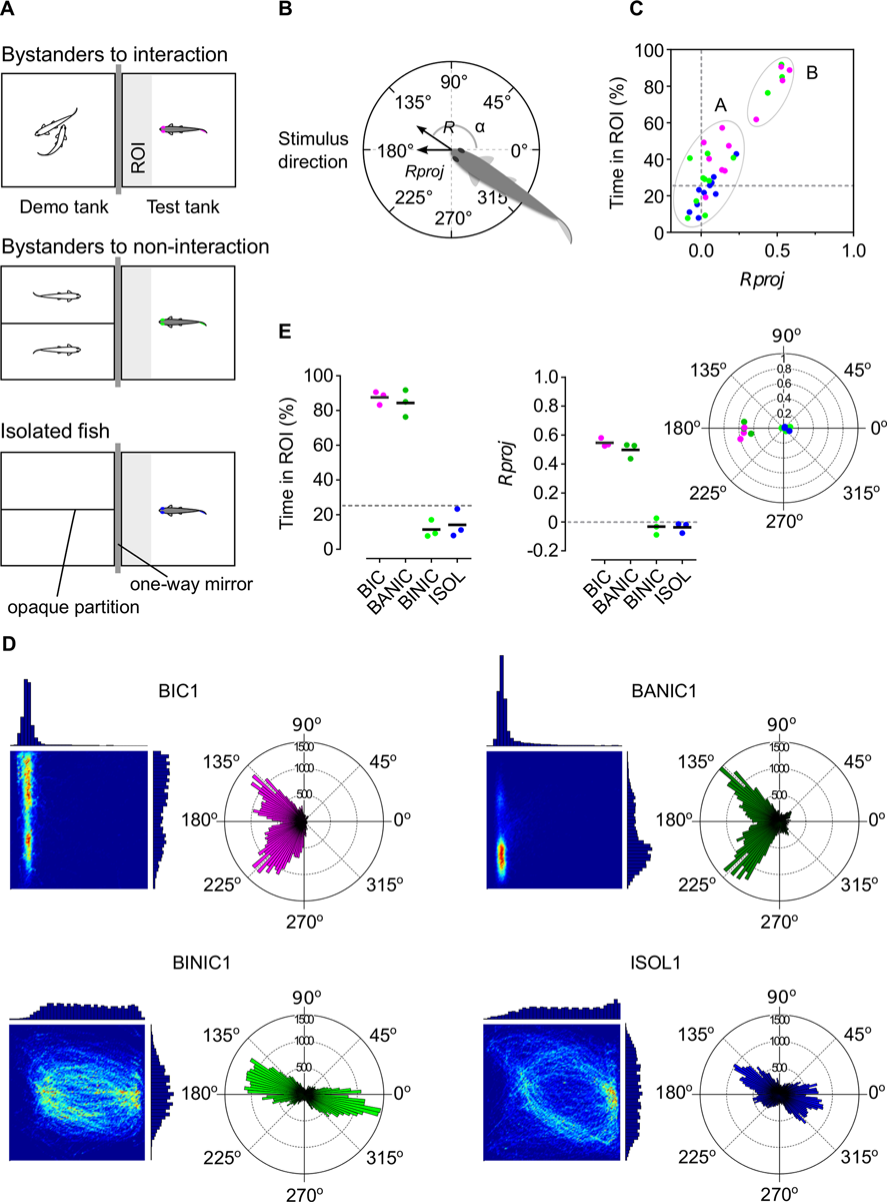
Behavioral paradigm and selected behavioral groups for transcriptomic analysis. (A) Schematics of experimental treatments bystanders to interacting conspecifics (magenta), bystanders to non-interacting conspecifics (lime); and isolated fish (blue). ROI in light grey. (B) Schematic of the subject fish’s mean resultant directional vector composed by the vector’s length *R*, mean angle α (0° opposite and 180° directed towards the stimulus) and *R* projected onto 180° (*Rproj*). (C) Clustering analysis of all focal fish from the experimental treatments using time spent in ROI and *Rproj*. Cluster A–strongly attentive profile; cluster B–weakly attentive profile. (D) Linear histograms and 2D heatmaps of time spent in each position of the arena (left), and polar directional histograms (right) of one individual per behavioral group (for complete set of samples, see S1 Fig). Heatmaps are scaled from maximum relative value (red) to minimum relative value (dark blue). Linear and polar histograms represented in arbitrary scale. (E) Scatter plots of selected fish from the four behavioral groups [bystanders to interacting conspecifics (BIC, magenta), bystanders attentive to non-interacting conspecifics (BANIC, green), bystanders inattentive to non-interacting conspecifcs (BINIC, lime), and isolated fish (ISOL, blue) for time in ROI (left), *Rproj* (center) and mean resultant directional vectors (right).

Immediately after the test, each focal fish was euthanized with an overdose of tricaine solution (MS222, Pharmaq; 500–1000 mg/L) and its spinal cord was sectioned. The brain was immediately removed and stored at -80°C in qiasol for posterior analysis. The selection of this sampling time was based on the fact that another study from our lab found massive changes in the brain transcriptome immediately after a 30 min agonistic interaction. Despite this early sampling time these changes comprised not only immediately early genes but also genes related to neural plasticity, immune function and epigenetic modifications (Oliveira et al., 2015).

Attentiveness of each focal fish was parameterized from its position in the arena and its body orientation (Fig 1B). From these values, a set of behavioral parameters were determined and analyzed at an individual and group level for each treatment: length (*R*) of the mean resultant directional vector (Fig 1B); projection of *R* (*Rproj*) onto the stimulus direction (180° line) (Fig 1B); total time spent in proximity to the stimulus in a defined region of interest (ROI, Fig 1A); mean speed in the ROI; and total distance covered in the arena.

### Defining behavioral profiles for transcriptomics analysis

In order to characterize different attentional profiles, we focused on the attentional behavioral parameters that revealed statistically significant differences with the reference group (isolated fish), namely, time in ROI and *Rproj* [15]. Using a partition around the medoids (PAM) method, we clustered all samples based on these two parameters. The number of clusters to use was defined by maximizing the average silhouette for all possible number of clusters (between 2 and 32). The PAM clustering used Euclidean distances with normalized values (i.e. values were subtracted by the variable's mean value and divided by the variable's mean absolute deviation), and was performed using the R [17] package “cluster”. Based on the PAM clustering analysis and similarities of spatial and directional behavioral patterns, we selected four representative groups, each composed of three sampled focal fish.

### Pre-processing of microarrays

RNA was extracted from the selected focal fishes’ brains using the RNeasy Lipid Tissue Mini kit (Qiagen) with some procedural modifications. In brief, samples were homogenized by vortex and added 20µl of chloroform. Incubation times were increased in order to maximize RNA recovery and in the end samples were diluted in 25µl of RNase-free water. RNA integrity was verified using Bioanalyzer prior to microarray gene array processing [18]. RNA was processed and used in Affymetrix zebrafish gene 1.1 ST array strips according to the manufacturer’s protocol. All microarray procedures were performed at the Gene Expression Unit of Instituto Gulbenkian de Ciência (IGC, Oeiras, Portugal). CEL files containing raw data were then processed and analyzed using R and Bioconductor packages [19]. These CEL files have been deposited at the NCBI Gene Expression Omnibus (GEO, waiting for accession number). Quality assurance of microarray data was assessed and all microarrays showed high quality data. The arrays were then pre-processed using the standard RMA normalization (see S1 Methods for details). The microarray dataset have been deposited in NCBI's Gene Expression Omnibus (GEO) repository and is accessible through GEO Series accession number GSE69719.

### Statistical analysis of microarray data

The selection of DE genes was performed considering an experimental design with the isolated group as a reference and using the three remaining groups one at a time. A linear model on log_2_ signal values with empirical Bayes correction to the variance (implemented in Bioconductor package “limma”) was used, and the *P*-values were adjusted for multiple testing using false discovery rates (FDR). The threshold for DE genes was set at FDR < 0.05 and fold-change > 2 or < 0.5. Using the pooled group of DE genes for the tested groups, a hierarchical cluster of both samples and genes was created.

Genes were annotated using Entrez IDs obtained primarily from the Bioconductor database, NCBI and biomart. A total of 21 224 genes were annotated, from which 20 944 had information on chromosome location. Over-represented analyses (ORA) were performed to assess if the DE genes of each behavior group were enriched in some gene sets. The gene sets considered were pathways from KEGG [20] and Wikipathway [21], terms from GO [22], and chromosome locations. The threshold for overrepresentation was set to *P*-value < 0.10. Because of the reduced number of DE genes obtained (see Results), ORA results should be interpreted with caution. Thus, we also performed gene set enrichment analyses (GSEA). Unlike ORA, GSEA uses the whole gene expression data instead of defining a list of strongly DE genes. There are many flavors of GSEA [23]; we applied the parametric competitive method Generally Applicable Gene-set [GAGE, [24]] which is adequate for small datasets and allows for analysis considering only up- or down-regulated genes, or both. The gene sets used were also from KEGG, Wikipathways, GO terms and chromosome locations, and the threshold was also set to *P*-value < 0.10. These analyses were performed using Bioconductor packages “biomaRt” and “reutils” (annotation), “GO.db”, “KEGG.db, “Catergory” and “GOstats” (ORA), and “gage” and “GSEABase” (GAGE).

### Promoter region analysis and transcription network

Promoter analyses identify TF motifs associated to up- or down-regulated genes. Since multiple TFs may have nearly identical motifs, the statistical findings are related to the motif itself and not to the TF where it came from. Nevertheless, for simplicity, we used the TF nomenclature to name the motifs. TF binding sites (motifs) were searched in upstream regions of the Zebrafish genome by calculating scores using Stubb 2.1 [25]. These scores were used to perform enrichment analysis using cis-Metalysis [26] by considering a set of DE genes identified for each behavior group. The algorithm used for these analyses is similar to the procedure by Sanogo and co-workers [27] and is detailed in the S1 Methods. In brief, genomic information was obtained from UCSC Genome Browser, to which Stubb was used to score motifs every 500 bp windows with a 250 bp shift. Non-redundant motifs from Jaspar Core Vertebrate database [28] were considered. Enrichment analyses were then performed for each motif and pair of motifs using cis-Metalysis (mode “flexible”). Using STRING 9.1 [29], we further constructed transcription networks considering *Homo sapiens* homologs of the list of DE genes and of enriched TF for each social treatment (required confidence for edges was set to score > 0.4). These networks were then analyzed regarding centralization, density, heterogeneity and structural correlation.

Analyses were performed using Stubb 2.1 and cis-Metalysis within a python pipeline (scripts available upon request). Network analyses were performed using STRING 9.1 and R package "sna".

## Results

### Behavioral profiles

The behavioral parameters that showed statistically significant differences to the reference group (isolated fish) were *Rproj* and time in ROI. In both of them we can define a chance level corresponding to no focus nor increased proximity towards the stimulus (i.e. *Rproj* = 0 and time in ROI = 25%; grey dashed lines in Fig 1A). Isolated fish were characterized by time in ROI = 22.67 ± 3.17% and *Rproj* = 0.041 ± 0.027 (mean ± s.e.m., n = 10), which were significantly lower than values for bystanders to interacting conspecifics (time in ROI = 55.05 ± 7.22%, *Rproj* = 0.25 ± 0.065, n = 11), but not lower than values for bystanders to non-interacting conspecifics (time in ROI = 41.58 ± 8.20%, *Rproj* = 0.14 ± 0.066, n = 12). Also, while bystanders to interacting conspecifics were almost all above chance level and isolated fish were around that level, bystanders to non-interacting conspecifics were composed by a majority of fish spread close to chance level and by some clearly above it. Considering two clusters (average silhouette of 0.72), two distinct groups were created (Fig 1C): cluster A with mean time in ROI = 82.50 ± 1.51% and mean *Rproj* = 0.50 ± 0.01, composed by four bystanders to interacting conspecifics and three bystanders to non-interacting conspecifics; and cluster B with mean time in ROI = 28.99 ± 0.52% and mean *Rproj* = 0.05 ± 0.003, composed by the remaining bystanders to interacting conspecifics, bystanders to non-interacting conspecifics and isolated fish. This result supported the existence of a strongly attentive profile (cluster A) composed by bystander fish that spent most of the time in close proximity to the stimulus and with a high directional focus towards it, and a weakly attentive profile (cluster B) composed by fish that showed little proximity and directional focus towards the stimulus.

Based on these profiles and on the matching of individual spatial and directional patterns (Fig 1D and S1 Fig), we created four sample groups of interest (three fish per group, Fig 1E): (1) highly attentive bystander fish selected from the bystanders to interacting conspecifics treatment and belonging to cluster A; (2) highly attentive bystanders from cluster A but selected from the bystanders to non-interacting conspecifics treatment; (3) inattentive fish selected from the bystanders to non-interacting conspecifics treatment and from cluster B; and (4) inattentive fish selected from the reference treatment (isolated fish). Interestingly, the high attentiveness towards the stimulus showed by the directionality of the sampled bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics resulted from the collapsing of a bimodal distribution peaking at an approximate 45° angle deviation from the 180° direction which may be related to zebrafish eyes positioning and field of view (see S1 Fig).

### Brain transcriptome profiles

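Whole-brain RNA was hybridized to 12 Affymetrix zebrafish gene 1.1 ST arrays, 1 fish per array. The 4 groups held 3 fish each: bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC), bystanders inattentive to non-interacting conspecifics (BINIC) and isolated fish (ISOL). The authors normalized the arrays together by RMA, which gives 1 log2 value per probe set. The array medians lie between 5.54 and 5.59. For each of the 18340 Entrez genes the probe set of highest mean was kept, and the 9170 genes whose SD over the 12 arrays was above the median SD of 0.127 were tested. Each group was compared with ISOL by limma on the 6 arrays of that comparison. A gene was called differentially expressed (DE) at a Benjamini-Hochberg FDR under 0.05 and an absolute log2 fold change of at least 1. The number of arrays, 3 per group, limits the precision of every value.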

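The genes called in BIC were npas4a, fos, egr4 and nr4a1, which encode transcription factors that neurons induce when they fire, with btg2, dnajb5 and msh4. btg2 encodes an antiproliferative protein, dnajb5 a chaperone of the Hsp40 family, and msh4 a protein of meiotic recombination. npas4a, fos, egr4 and nr4a1 were also called in BANIC, together with the protocadherin genes pcdh2ab7 and pcdhga10 and with znf507, all higher than in ISOL. ftr50, soga3b, C25HXorf38, dap1b and vwa7 were lower in BANIC. In all, 7 genes rose and 0 fell in BIC, and 7 rose and 5 fell in BANIC. At an unadjusted P under 0.05 from limma the numbers were 521 in BIC and 548 in BANIC. With no SD filter, 3 genes in BIC and 8 in BANIC had an FDR under 0.05. Both comparisons use the same 3 ISOL arrays, so a low or high value in an isolated fish enters both. The 4 genes shared by BIC and BANIC compare with a mean of 0 in 100 simulations of unchanged groups that share their ISOL arrays. In 100 drawn splits of the real arrays, 3 gave as many, the real one included, with a highest other of 14. Leaving out 1 array moved the 4 shared genes to 1 without ISOL1, 3 without BANIC1, 7 without ISOL2, 8 without ISOL3 and 9 without BIC1.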

Comparing the whole-brain transcriptome of the reference group to the remaining groups revealed that 4 DE genes were only associated to bystanders to interacting conspecifcs, 5 DE genes were only associated to bystanders attentive to non-interacting conspecifics and 4 DE genes were associated to both. 

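The genes called in BINIC were pcdh2ab7, pcdhga10 and osbpl1a, and all 3 rose. A fit of all 4 groups called none of them (adjusted p = 0.0609 for pcdh2ab7, 0.209 for pcdhga10 and 0.0507 for osbpl1a from limma). The filter against dim genes removed all 3, so they were not tested there. pcdhga10 was also lost with no SD filter, without ISOL1 (1.38, adjusted p = 0.0914) and without BINIC1 (1.36, adjusted p = 0.0736). pcdh2ab7 and pcdhga10 encode clustered protocadherins, adhesion proteins of the neuronal surface, and osbpl1a encodes an oxysterol-binding protein. ugt5c2, a gene of a glucuronosyltransferase family, was lower in BINIC with a log2 fold change of -0.97 (standard error 0.14, adjusted p = 0.0492 from limma), short of the fold change threshold. At an unadjusted P under 0.05 from limma, 803 genes differed between BINIC and ISOL. The BIC, BANIC and BINIC comparisons called 16 different genes together. pcdh2ab7 and osbpl1a each took 1 of 2 separate levels across the 12 fish: pcdh2ab7 was low in the 3 isolated fish and in 1 BIC fish, and osbpl1a was high in the 3 BINIC fish and in 1 BIC fish.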

Only 1 DE gene was associated to bystanders inattentive to non-interacting conspecifics, and 2 DE genes were shared by bystanders attentive to non-interacting conspecifics and bystanders inattentive to non-interacting conspecifics (Fig 2A and S1–S3 Tables, see also Table 1 for a summary of their functions and respective references). All the DE genes associated to both bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics were neuronal activity-dependent immediate early genes (i.e. *egr4*, *fos*, *npas4a*, and *nr4a1*) with a role in neural plasticity and brain activity. 

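npas4a and fos are switched on within minutes of neuronal firing, egr4 belongs to the early growth response family, and nr4a1 encodes an orphan nuclear receptor. npas4a had the largest change of these genes in BIC, with a log2 fold change of 2.24 (standard error 0.17, adjusted p = 0.000273 from limma), and of 1.81 in BANIC (standard error 0.22, adjusted p = 0.0044). fos rose by 1.96 in BIC (standard error 0.19, adjusted p = 0.0013) and by 1.57 in BANIC (standard error 0.19, adjusted p = 0.0044). The log2 fold change of egr4 was 1.57 in BIC (adjusted p = 0.00115 from limma) and 1.15 in BANIC (adjusted p = 0.00237), and that of nr4a1 was 1.60 (adjusted p = 0.0054) and 1.06 (adjusted p = 0.00754). In BANIC npas4a and fos lost their calls without ISOL1 (1.73, adjusted p = 0.0669, and 1.39, adjusted p = 0.0505), with no SD filter and with dim genes removed, and npas4a with a trended and robust eBayes (1.81, adjusted p = 0.0517). nr4a1 lost its call in BANIC without ISOL1 (0.93, adjusted p = 0.0516), BANIC1 (1.06, adjusted p = 0.0533) or BANIC2 (1.05, adjusted p = 0.0532), and in a fit of all 4 groups. The filter against dim genes removed nr4a1, so it was not tested there. Without BIC1, ISOL1 and ISOL3, which leaves 1 isolated fish, none of the 4 was called in BANIC. In BIC fos and nr4a1 lost their calls with no SD filter. In BINIC npas4a had a log2 fold change of 0.42, which did not pass the test (adjusted p = 0.545 from limma). A list of 64 activity-dependent immediate early genes was written before the data were examined, but after the DE genes of the paper had been seen. It holds npas4a, npas4b, fos, egr4, nr4a1 and btg2, which the paper called on these same arrays, so its tests are not independent of those calls. Of the 64 genes, 2 were higher in BIC at an adjusted p under 0.05 over all 18340 genes, and 27 were higher and 1 lower when adjusted over the list alone. In BANIC these counts were 2 higher over all genes, and 19 higher and 2 lower when adjusted over the list alone. By camera the list was higher in BIC (median log2 fold change 0.33, adjusted p = 1.88e-25) and in BANIC (0.23, adjusted p = 1.33e-18). It was not higher in BINIC (0.03, adjusted p = 0.599). With an estimated correlation the list held in BANIC (adjusted p = 0.0437) and did not hold in BIC (adjusted p = 0.222).

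**Figure D1:**
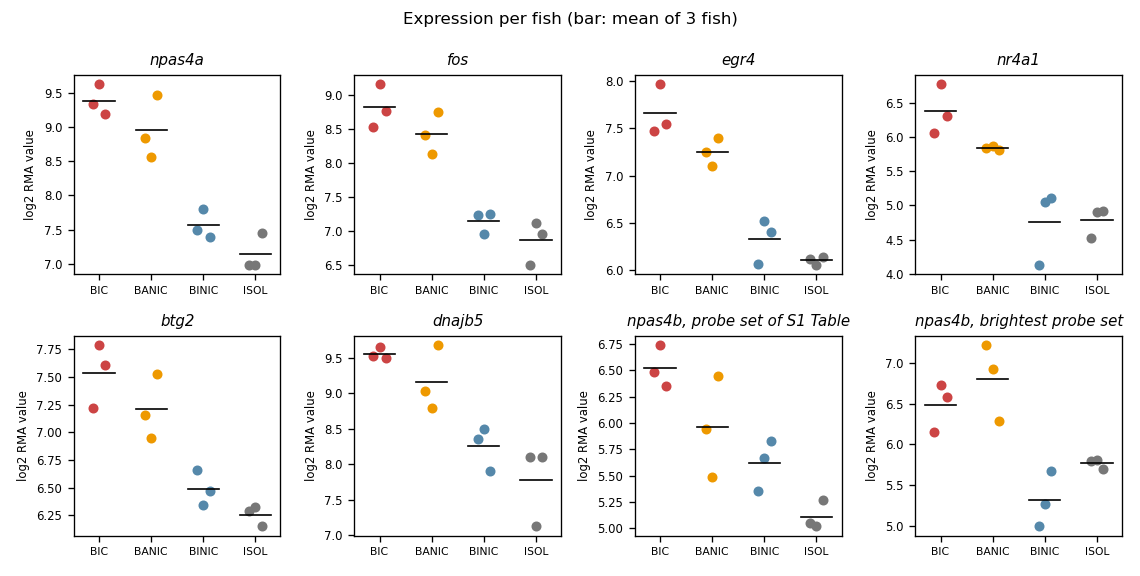
Log2 RMA values (vertical axes) of npas4a, fos, egr4, nr4a1, btg2, dnajb5 and both probe sets of npas4b, by group (horizontal axes). Points are single fish and bars are means of 3 fish, and npas4a has a mean of 9.38 in BIC, 8.96 in BANIC, 7.56 in BINIC and 7.14 in ISOL.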

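btg2 limits cell division and is induced by neuronal activity, and dnajb5 encodes a chaperone that responds to cellular stress. npas4b is the paralog of npas4a, and msh4 serves meiotic recombination. In BIC the log2 fold change was 1.28 for btg2 (standard error 0.16, adjusted p = 0.00693 from limma), 1.78 for dnajb5 (standard error 0.23, adjusted p = 0.00896) and 1.52 for msh4 (standard error 0.14, adjusted p = 0.000943). The calls of btg2 and dnajb5 were lost with no SD filter, without BIC2 (1.16, adjusted p = 0.0626, and 1.73, adjusted p = 0.113) and without BIC3 (1.24 and 1.81, adjusted p = 0.0584 for both). That of dnajb5 was also lost with a trended and robust eBayes (adjusted p = 0.13) and with dim genes removed (adjusted p = 0.196). The filter against dim genes removed msh4, so it was not tested there. msh4 took 1 of 2 levels, high in the 3 BIC fish and in 1 BANIC fish. The probe set of npas4b in S1 Table had a log2 fold change of 1.41 in BIC (adjusted p = 0.00114 from limma, when it stands for the gene), while the probe set of highest mean had 0.72 (adjusted p = 0.352). btg2 was also higher in BANIC, by 0.95 (adjusted p = 0.0479 from limma), just short of the fold change threshold.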

The DE genes associated only to bystanders to interacting conspecifics also included neuronal activity-dependent immediate early genes associated to neuronal plasticity (i.e. *btg2* and *npas4b*), and the late gene *dnajb5*, which has a role in stress regulation and in circadian neuronal circuit in *Drosophila*. DE genes associated to both bystanders attentive to non-interacting conspecifics and bystanders inattentive to non-interacting conspecifics code for protocadherin proteins (i.e. *pcdh2ab7* and *pcdhga10*), which play a role in self-recognition of individual neurons. 

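pcdh2ab7 and pcdhga10 lie in the protocadherin clusters of chromosome 14, whose members are expressed in differing combinations by single neurons. pcdh2ab7 had a log2 fold change of 2.56 in BANIC (standard error 0.13, adjusted p = 4.17e-06 from limma) and of 2.55 in BINIC (standard error 0.13, adjusted p = 1.84e-06). pcdhga10 had 1.61 in BANIC (standard error 0.14, adjusted p = 0.000312 from limma) and 1.38 in BINIC (standard error 0.17, adjusted p = 0.00754). In BANIC pcdhga10 lost its call in a fit of all 4 groups (adjusted p = 0.128), and the filter against dim genes removed both genes before testing. pcdh2ab7 was at 5.02 in BIC2 and BIC3, as high as in the BANIC and BINIC fish, and at 2.42 in BIC1, close to the isolated fish at 2.14 to 2.39. pcdh2g7, a neighbour in the cluster, had a log2 fold change of -0.84 in BANIC and did not pass over all genes (adjusted p = 0.0508 from limma). Of 28 clustered protocadherin genes, 2 were higher in BANIC over all genes, and 5 were higher and 3 lower when adjusted over the list alone. The same 5 to 3 division was found in BINIC when adjusted over the list alone, with 1 higher over all genes. By camera the list moved in neither direction as a whole (BANIC adjusted p = 0.723, BINIC adjusted p = 0.123). In BANIC the median of the list was -0.09 while its mean was 0.08, and the direction of the camera test was down.

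**Figure D2:**
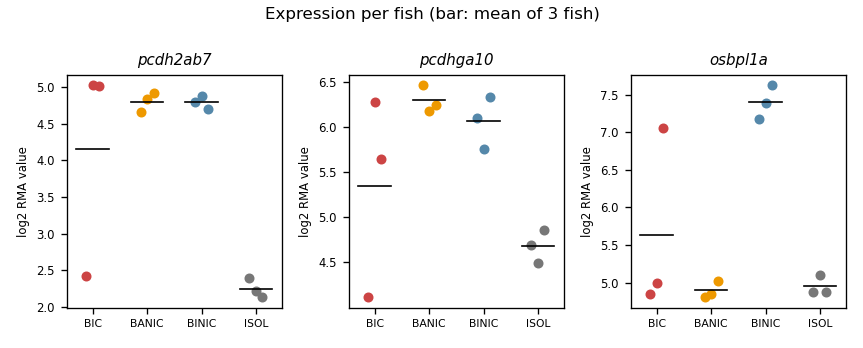
Log2 RMA values (vertical axes) of pcdh2ab7, pcdhga10 and osbpl1a by group (horizontal axes). Points are single fish and bars are means of 3 fish, and pcdh2ab7 is at 2.42 in BIC1 and at 5.02 in the other BIC fish.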

As for the DE genes associated only to bystanders attentive to non-interacting conspecifics, they do not have a clear link to neuronal functions. 

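znf507 encodes a zinc finger protein, ftr50 a tripartite motif protein of the fish-specific finTRIM family, and dap1b a protein of the death-associated family. ftr50 fell most, with a log2 fold change of -3.94 in BANIC (standard error 0.30, adjusted p = 0.000106 from limma), and znf507 rose by 2.82 (standard error 0.18, adjusted p = 2.41e-05). soga3b had a log2 fold change of -1.60 (adjusted p = 0.00134 from limma), C25HXorf38 of -1.39 (adjusted p = 0.0044), vwa7 of -1.12 (adjusted p = 0.0261) and dap1b of -1.04 (adjusted p = 0.0137). ftr50, znf507, soga3b, C25HXorf38 and dap1b lost their calls in a fit of all 4 groups. C25HXorf38 was also lost without ISOL1 (-1.31, adjusted p = 0.0669), vwa7 when any array other than ISOL2 was left out, and dap1b when any array other than ISOL3 or BANIC1 was left out. With the mean of all probe sets dap1b had -0.32 (adjusted p = 0.79), and with limma arrayWeights it missed the fold change threshold (-0.98). ftr50 did not pass with a trended and robust eBayes (adjusted p = 0.11). With no SD filter C25HXorf38, vwa7 and dap1b were lost. With dim genes removed soga3b was called and dap1b was not (adjusted p = 0.0555), while the filter removed the others before testing. vwa7 was not called with all probe sets (adjusted p = 0.055). ftr50, znf507 and soga3b each took 1 of 2 levels that also divided the fish of other groups. ftr50 was at 1.55 in BIC2 and 1.71 in BINIC1, like the BANIC fish, and at 5.75 to 6.95 in the isolated fish. znf507 was at 5.47 in BIC2, 5.81 in BIC3 and 5.62 in BINIC3, like the BANIC fish. Of 46 finTRIM genes, ftr50 was the 1 lower in BANIC, over all genes and when adjusted over the list alone.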

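osbpl1a encodes a protein that binds oxysterols and takes part in the traffic of cholesterol between late endosomes and the endoplasmic reticulum. Its log2 fold change in BINIC was 2.44 (standard error 0.15, adjusted p = 6.12e-06 from limma). The 3 BINIC fish were at 7.18, 7.39 and 7.62, and the isolated fish between 4.87 and 5.11. BIC3 was at 7.05, at the level of the BINIC fish, while BIC1 and BIC2 were at 4.84 and 5.00.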

The DE gene *osbpl1a*, unique to group bystanders inattentive to non-interacting conspecifics, also does not have a clear neuronal function.

**Fig 2:**
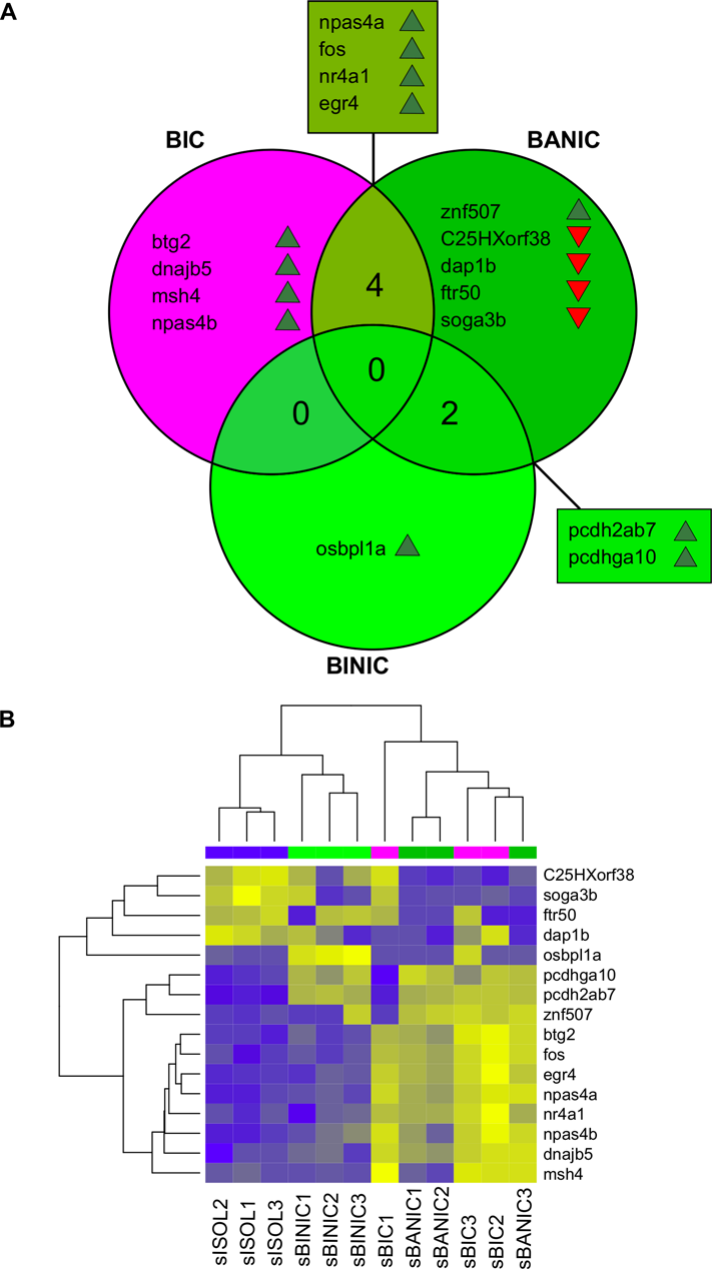
Changes in gene expression in the brain of bystander zebrafish. (A) Venn diagram showing DE genes between behavioral groups (BIC, bystanders to interacting conspecifics; BANIC, bystanders attentive to non-interacting conspecifics; and BINIC, bystanders inattentive to non-interacting conspecifics), and the reference group (ISOL, isolated fish) (up-regulated = ▴; down-regulated = ▾). (B) Hierarchical clustering of the individuals from each selected behavior group (columns) and of DE genes (lines). Heatmap represents normalized gene expression levels (blue = low expression, yellow = high-expression).

**Table 1:** Summary of the functions of at least one DE gene or one enriched TF.

Function	DE genes or enriched TF motifs^a^
cell-cell communication	*pcdh2ab7* and *pcdhga10* [30]
cholesterol biosynthesis	*osbpl1a* [31]
circadian neuronal circuit	*dnajb5* [32], *fos* [33], and JUN::FOS [34]
development of nervous system	CDX2 [35], GATA2 [36], HNF1B [37], PDX1 [38], and TAL1 [39]
memory formation	*btg2* [40], *egr4* [41], *fos* [42], JUN [43], MEF2A^b^ [44], *npas4* ^b^ [45], SRF [46]
neuronal cells effect	E2F1[47], JUN::FOS [48], MYC [49], and REST [50]
response to cellular stress	*dnajb5* [32], JUN [51], JUN::FOS [52], MEF2A [53], MYC [54]
sensorial system	FOXQ1 [55], RFX2 [56]

DE, differentially expressed; TF, transcription factor

^a^DE gene is represented in italicized small caps, TF motif is represented in all caps

^b^role in fear memory

Hierarchical clustering of the samples indicated that the behavioral groups are well defined, although to a lesser extent between groups bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics (Fig 2B). As observed in the behavioral profiles (Fig 1D and 1E), the gene expression profile of bystanders inattentive to non-interacting conspecifics was closer to isolated fish than to the remaining groups, and there seemed to be a pairing between bystanders attentive to non-interacting conspecifics and bystanders to interacting conspecifics. 

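The genes npas4a, fos, egr4, nr4a1, btg2 and dnajb5 set the attentive fish apart, while pcdh2ab7 and pcdhga10 set the BINIC fish apart from the isolated ones. Over the 16 DE genes of Fig 2, scaled to the same SD, the mean Manhattan distance per gene was 0.92 between BINIC and ISOL, 1.08 between BINIC and BANIC and 1.45 between BINIC and BIC. BIC and BANIC were 0.845 apart, less than the 0.909 among the BIC fish themselves. Divided into 2 clusters, these genes put the 6 attentive fish on one side and the BINIC and ISOL fish on the other. The 16 genes were selected for differing between these groups. Over all 9170 genes past the SD filter, the distance from BINIC was 1.25 to ISOL and 1.15 to the attentive fish, a difference of 0.0975 (2-sided exact permutation test over 84 relabelings, p = 0.0357). With 1 array left out the difference stayed between 0.0656 and 0.118, while p passed 0.05 without 9 of the 12 arrays (up to 0.143), and by Pearson correlation it was 0.0289 (exact p = 0.571). Over the same genes the mean distance among the isolated fish themselves was larger than that among the fish of any other group. Spread among isolated fish adds to the distance from ISOL, and the difference was not corrected for it. The difference therefore cannot tell a BINIC profile farther from ISOL from such spread. Comparing attentive with other fish over the 12 arrays, limma called npas4a, fos, egr4, nr4a1, dnajb5, npas4b and msh4, all higher in attentive fish. npas4b was called on its probe set of highest mean (log2 fold change 1.10), while that of S1 Table had 0.88, short of the fold change threshold. msh4, at 1.02, lost its call when any array other than BANIC1 or BANIC2 was left out. npas4b lost its call without BANIC1 and with the mean of all probe sets, and dnajb5 with a trended and robust eBayes. The filter against dim genes removed nr4a1.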

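btg2, dnajb5, egr4, fos, msh4, npas4a, npas4b and nr4a1 are mostly genes that neuronal activity induces, and msh4 is known instead from meiosis. npas4a, fos, egr4, nr4a1, dnajb5 and msh4 were each higher in attentive than in other fish, so the fish fall into clusters and no correlation is given over all of them. With the mean of each group removed, the Pearson correlation of a pair of these genes ranged from -0.193 to 0.81 with a median of 0.455, and msh4 had a median of 0.495 with the other 7 genes. In 10000 permutations of the fish within groups, gene by gene, 1 gave a median as high (1-sided permutation p = 0.0002). The 8 genes were chosen on these same arrays.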

Hierarchical clustering of the genes created a well-defined subset of genes with a similar profile of expression across all the twelve individuals (*btg2*, *dnajb5*, *egr4*, *fos*, *msh4*, *npas4a*, *npas4b* and *nr4a1*).

Results for ORA (S4–S9 Tables) showed that DE genes shared by bystanders to interacting conspecifics and by bystanders attentive to non-interacting conspecifics were members of the MAPK signaling pathway (*fos* and *nr4a1*), had a metabolic and/or biosynthetic role and were located in the nucleus (*fos*, *nr4a1* and *npas4a*), and had a binding function (*egr4*, *fos*, *nr4a1* and *npas4a*). One DE gene unique to bystanders to interacting conspecifics (*dnajb5*) had a metabolic and/or biosynthetic role and a binding function; and 2 DE genes unique to bystanders attentive to non-interacting conspecifics (*pcdh2ab7* and *ftr50*) also had a binding function. Finally, there seemed to be an over-enrichment of DE genes located in chromosome 23 for bystanders to interacting conspecifics (*egr4* and *nr4a1*) and for bystanders attentive to non-interacting conspecifics (*egr4*, *nr4a1* and *soga3b*), and in chromosome 14 also for bystanders attentive to non-interacting conspecifics (*pcdh2ab7*, *pcdhga10* and *npas4a*) and for bystanders inattentive to non-interacting conspecifics (*pcdh2ab7*, *pcdhga10*).

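egr4 and nr4a1, induced by neuronal activity, lie on chromosome 23 with soga3b, while npas4a lies on chromosome 14 with the protocadherin genes pcdh2ab7 and pcdhga10. Places on chromosomes were taken from the RefSeq annotation of the assembly GRCz12tu, which lists 18243 of the 18340 genes. On chromosome 23, which holds 306 of the 9110 tested genes with a known chromosome, lie 2 of the 7 genes called in BIC (Fisher's exact test, 1-sided p = 0.0211) and 3 of the 11 called in BANIC with a known chromosome (1-sided exact p = 0.00507). Chromosome 14 holds 328 of the tested genes. On it lie 3 of the 11 genes in BANIC (Fisher's exact test, 1-sided p = 0.00615) and 2 of the 3 in BINIC (1-sided exact p = 0.00378). In BIC, 1 of the 7 genes lies on chromosome 14 (Fisher's exact test, 1-sided p = 0.226). Chromosome 21, which the paper also lists for BIC, holds 1 of the 7 here (1-sided exact p = 0.247). Only chromosomes that the paper lists were tested in this way, and these p-values are not adjusted over the chromosomes. pcdh2ab7 and pcdhga10 are members of one gene cluster and are not independent of each other.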

The gene set enrichment GAGE results (S10–S15 Tables) showed that bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics had distinct profiles of DE gene sets. 

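lss, mvda, acat2 and sqlea encode enzymes of the pathway from acetyl-CoA to cholesterol, per1b and per3 are clock genes, and dusp1, dusp5 and spry4 encode brakes on FGF and MAP kinase signaling. The photoreceptor genes pde6a and gucy2f encode a phosphodiesterase and a guanylate cyclase of phototransduction. Of 17 pathway lists written before the data were examined, camera called 8 in BIC, 8 in BANIC and 3 in BINIC at an adjusted p under 0.05. With an estimated correlation it called 0, 1 and 0, and without ISOL2 at the preset correlation 5 in BIC and 1 in BANIC. The cholesterol list of 25 genes was higher in all 3 groups, with a median log2 fold change of 0.19 in BIC (adjusted p = 2.19e-07), 0.16 in BANIC (adjusted p = 0.000172) and 0.31 in BINIC (adjusted p = 7.26e-09). No cholesterol gene passed over all genes, and 14 were higher in BINIC and 1 each in BIC and BANIC when adjusted over the list alone. In BINIC sqlea had a log2 fold change of 0.83, mvda of 0.66, acat2 of 0.63 and lss of 0.62. The phototransduction list of 64 genes was lower in BIC (-0.23, adjusted p = 1.25e-08 by camera) and in BANIC (-0.11, adjusted p = 0.00946), and none of its genes passed, over all genes or when adjusted over the list alone. Its level differed among the isolated fish, at a list mean of 4.15 in ISOL1, 4.63 in ISOL2 and 4.74 in ISOL3. The clock list of 48 genes was higher in BIC (0.18, adjusted p = 0.00257) and BANIC (0.14, adjusted p = 0.0309), with per1b at 0.70 and 0.75. It too was low in ISOL2, at a list mean of 7.02 against 7.28 and 7.40, and without ISOL2 the list passed neither in BIC (0.08, adjusted p = 0.268) nor in BANIC (0.04, adjusted p = 0.816). In BANIC it did not pass without BANIC1 (0.09, adjusted p = 0.112) or BANIC3 (0.11, adjusted p = 0.191) either. Without ISOL2 the calls in BANIC were also lost for cholesterol (0.10, adjusted p = 0.0606), phototransduction (-0.08, adjusted p = 0.0753) and FGF (0.03, adjusted p = 0.0903). In BIC the cholesterol call held without ISOL2, at a lower median of 0.11 (adjusted p = 0.000109 by camera). Phototransduction in BANIC was lost, too, without ISOL3 (-0.04, adjusted p = 0.575), BANIC2 (-0.04, adjusted p = 0.553) or BANIC3 (-0.07, adjusted p = 0.111). The FGF call was lost without ISOL1 in BIC (-0.01, adjusted p = 0.259) and in BANIC (0.00, adjusted p = 0.371), without BIC2 in BIC (adjusted p = 0.116), and without BANIC1, BANIC2 or BANIC3 in BANIC (adjusted p = 0.0526, 0.0537 and 0.19). The FGF list of 56 genes was higher in BIC (median 0.03, adjusted p = 0.0177) and BANIC (0.03, adjusted p = 0.0412), where dusp1, dusp5 and spry4 were the 3 genes higher when adjusted over the list alone in BANIC. None of these calls on cholesterol, phototransduction, clock and FGF lists held with an estimated correlation (lowest adjusted p = 0.222).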

Pathways enriched in bystanders to interacting conspecifics included “Phototransduction”, “Exercise-induced circadian regulation”, and “Cholesterol/Steroid biosynthesis”, which may be related to cortisol production, and various growth-related pathways, whereas bystanders attentive to non-interacting conspecifics and bystanders inattentive to non-interacting conspecifics were enriched in metabolism-based pathways and in one pathway each that was shared with bystanders to interacting conspecifics (“FGF signaling pathway” in bystanders attentive to non-interacting conspecifics and “Cholesterol/Steroid Biosynthesis” in bystanders inattentive to non-interacting conspecifics). Unsurprisingly, GO analyses of gene sets using biological process terms showed that all groups were enriched in transcription-related terms. However, bystanders to interacting conspecifics were also enriched in the generic term “response to stress” and in the term “lipid metabolic process”, which may be related to hormone production, whereas bystanders attentive to non-interacting conspecifics were enriched in the neurogenesis-related term “notch signaling pathway” and in terms related to visual and audio sensory systems. 

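dusp1, cebpd and ddit4 are induced by glucocorticoids, hes6 and her4.1 are targets or partners of Notch, and crha encodes a corticotropin-releasing hormone. The list of 41 glucocorticoid and stress axis genes was higher in BIC (median log2 fold change 0.07, adjusted p = 0.00419 by camera) and in BANIC (0.10, adjusted p = 0.0037), and neither call held with an estimated correlation (adjusted p = 0.51 and 0.69). Both rest on a low value in 1 isolated fish, with a list mean of 5.65 in ISOL2 against 6.07 and 6.18 in ISOL1 and ISOL3. Without ISOL2 the median was 0.01 in BIC (adjusted p = 0.511) and -0.00 in BANIC (adjusted p = 0.801), and the call in BANIC was also lost without BANIC3 (0.08, adjusted p = 0.0816). None of its genes passed over all genes, and dusp1 and sgk2a were higher in BANIC when adjusted over the list alone. The 49 Notch genes did not pass in BIC (adjusted p = 0.202 by camera), BANIC (0.87) or BINIC (0.599). The camera test asks for a shift in 1 direction. The mixed test of fry asks for changes in either direction, without comparing the list with other genes. By this mixed test the Notch genes passed in BINIC (adjusted p = 0.0212) and not in BIC or BANIC. hes6 was the gene of smallest P in BANIC, with a log2 fold change of 0.22, and her4.1 in BINIC, with -0.80. Neither gene passed. The 49 heat shock and chaperone genes did not pass in any of the 3 groups (adjusted p from 0.599 to 0.828 by camera). Neuropeptide genes, 46 in all, were lower in BINIC (-0.09, adjusted p = 0.0384 by camera, 0.37 with an estimated correlation). They did not pass by the GAGE statistic on signed changes (adjusted p = 0.393). Without BINIC1, 1 pathway list passed in BINIC by camera, against 3 with all arrays. qrfp had the smallest P of these genes in BINIC, with a log2 fold change of -0.36, and crha of -0.38, and neither passed the test.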

Interestingly, bystanders inattentive to non-interacting conspecifics were also enriched in genes linked to sensory organs development. Regarding GO terms of cellular compartments, bystanders to interacting conspecifics were enriched in terms related to cell-cell communication, while bystanders attentive to non-interacting conspecifics and bystanders inattentive to non-interacting conspecifics were enriched in the term “peroxisome”, which is related to metabolism and possibly to cholesterol biosynthesis. 

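scp2a encodes a sterol carrier protein of peroxisomes, pex2 and pex16 encode proteins of peroxisome assembly, and cat encodes catalase. The list of 40 peroxisome genes was lower in BIC (median log2 fold change -0.07, adjusted p = 0.0177 by camera, 0.331 with an estimated correlation, 0.174 without ISOL2 and 0.0989 without BIC2). It did not pass in BANIC (-0.06, adjusted p = 0.0742 by camera) or in BINIC (adjusted p = 0.599). scp2a had a log2 fold change of -0.34 in BANIC and of -0.26 in BIC. No peroxisome gene passed, over all genes or when adjusted over the list alone.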

As for the analyses using GO terms of molecular functions, we also found that all behavioral groups were enriched in transcription-related terms. Moreover, bystanders to interacting conspecifics were also enriched in growth-related terms, in the fight-or-flight term “adrenergic receptor activity”, in the metabolism-related term “cytochrome-c oxidase activity” and in terms related to cell-cell signaling, whereas bystanders attentive to non-interacting conspecifics were further enriched in the term related to cell-cell signaling “voltage-gated potassium channel activity” and in term “photoreceptor activity”. 

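adrb2a encodes a beta-2 adrenergic receptor, cox8a and cox5ab encode subunits of cytochrome c oxidase, and kcnq1.2 and kcnc4 encode voltage-gated potassium channels. The 15 adrenergic receptor genes were higher in BANIC (median log2 fold change 0.14, adjusted p = 0.0202 by camera, 0.554 with an estimated correlation, 0.478 without ISOL2, 0.0623 without BANIC1 and 0.111 without BANIC3) and did not pass in BIC (0.08, adjusted p = 0.126 by camera). adrb2a was the 1 gene of this list higher when adjusted over the list alone in BANIC (log2 fold change 0.52) and in BINIC (0.65), and no adrenergic gene passed over all genes. The 93 oxidative phosphorylation genes were higher in BIC (0.06, adjusted p = 6.31e-07 by camera) and in BANIC (0.05, adjusted p = 0.00301), and neither call held with an estimated correlation (adjusted p = 0.222 and 0.69). Without ISOL2 the call in BIC held (adjusted p = 0.000299) and that in BANIC did not (0.0909), nor did the latter without BANIC2 (median 0.01, adjusted p = 0.242). cox8a had the smallest P of this list in BIC, with a log2 fold change of 0.25. The 41 potassium channel genes did not pass in BIC (adjusted p = 0.598 by camera), BANIC (0.759) or BINIC (0.599). kcnq1.2 had a log2 fold change of 0.23 in BANIC and kcnc4 of -0.22, and neither passed. The 60 ribosomal protein genes did not pass in any group either (adjusted p from 0.153 to 0.599 by camera), and in BINIC 5 of them were higher and 3 lower when adjusted over the list alone. By the mixed test of fry, 3 of these lists passed in BINIC and not in BIC or BANIC. They were ribosomal (adjusted p = 2.97e-05), oxidative phosphorylation (0.00168) and potassium channel genes (0.00767).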

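On chromosome 14 lie npas4a, the protocadherin genes pcdh2ab7, pcdhga10, pcdh2g5 and pcdh2g7, the phosphatase gene dusp1, the receptor genes adrb2a and npy7r, and hopx, which encodes a homeodomain protein. Of its 328 tested genes, 31 had a P under 0.01 from limma in at least 1 comparison with ISOL, and 7 of these are clustered protocadherins. The mean absolute log2 fold change on chromosome 14 was 0.171 in BIC against 0.142 over all chromosomes, 0.187 against 0.144 in BANIC and 0.199 against 0.162 in BINIC, which ranked first of 25 chromosomes each time. The GAGE statistic of the methods, which takes genes as the sampling unit, was 1.98 in BIC, 2.70 in BANIC and 2.57 in BINIC. Over the 10 splits of the 6 arrays, the real grouping gave the highest statistic in each comparison (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). With FDR adjustment over the 25 chromosomes the GAGE P was 0.606 in BIC, 0.0885 in BANIC and 0.131 in BINIC. Without the clustered protocadherins the unadjusted GAGE P was 0.0962 in BIC, 0.027 in BANIC and 0.0541 in BINIC. dusp1 had a log2 fold change of 0.97 in BIC, and adrb2a of 0.65 in BINIC. Places on chromosomes are those of the assembly GRCz12tu.

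**Figure D3:**
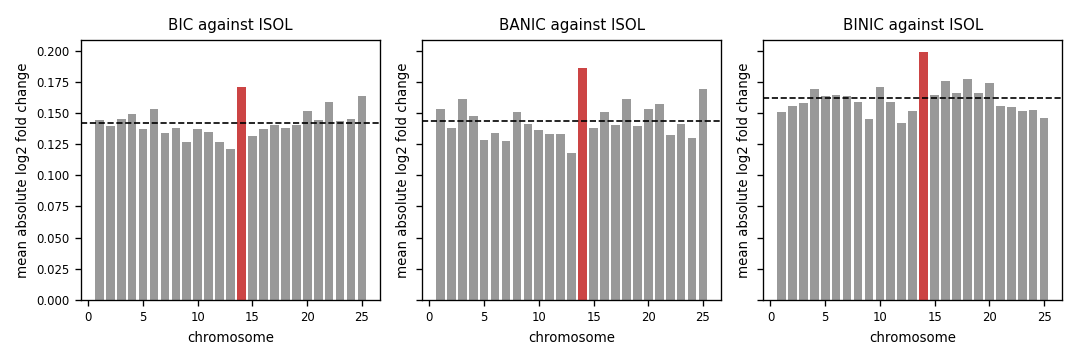
Mean absolute log2 fold change (vertical axes) of the tested genes of each chromosome (horizontal axes) in the 3 comparisons with ISOL, with chromosome 14 in red and the mean over all chromosomes as a dashed line. Chromosome 14 reaches 0.171 in BIC, 0.187 in BANIC and 0.199 in BINIC.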

Finally, regarding chromosome location, genes from chromosome 14 were enriched in all behavioral groups.

### Brain transcription network profiles

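The moderate lists behind the motif analysis hold, besides the DE genes, activity-induced genes such as egr2a, sik1 and dusp1. They were rebuilt as the genes with an unadjusted P under 0.01 from limma. In BIC, 63 genes were higher and 49 lower, in BANIC 92 were higher and 62 lower, and in BINIC 119 were higher and 81 lower. BIC and BANIC shared 47 of these genes in the same direction, 34 higher and 13 lower. In 100 simulations of unchanged groups that share the ISOL arrays, the mean was 11.8 shared genes and the highest 20. The simulated values were drawn gene by gene, without variation that genes share across fish. The simulation therefore cannot tell such variation from a shared response.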

Seventeen TF motifs were enriched in at least one of the behavior groups (Fig 3A; see Table 1 for a summary of their functions and respective references). Focusing on the dissimilarities between bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics, we observed that only two of the TFs (NKX3.1, NKX3.2) were associated to DE genes in different directions (up- or down-regulated). GATA2 and TAL1::GATA1 were not associated to either up- or down-regulated genes in bystanders attentive to non-interacting conspecifics. However, when considering associations between pairs of motifs (Fig 3B and 3C) we observed that these two TFs were also associated to genes DE in different directions, when comparing bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics. These results were not entirely surprising since NKX3 proteins are known to act both as activators and repressors. Results on associations between pairs of TF motifs involving NKX3 proteins also supported this double role in transcription since they showed associations with either up- or down-regulated genes depending on the TF they paired with (S2 Fig). Interestingly, all of the 17 TFs have been associated to neuronal functions or at least shown to be expressed in the brain. Among these, some have an important role in neuronal proliferation, development and/or differentiation (E2F1, GATA2, JUN, JUN::FOS, MEF2A, MYC, REST, SRF), development of nervous system (CDX2, HNF1B, PDX1) and development of sensory organs (FOXQ1, RFX2).

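fos and jun encode partners in the AP-1 factor, gata2a and tal1 encode factors of blood and neuron differentiation, and mycb, rest and srfa encode regulators of growth and neuronal genes. Of 23 measured genes that encode the factors of the enriched motifs, fos was higher in BIC and in BANIC when adjusted over the list alone, and none passed over all 18340 genes. In BIC the log2 fold change was 0.25 for mycb, 0.10 for srfa, -0.04 for rest, -0.08 for gata2a and 0.10 for tal1, and none of these passed the test. The median of the list in BIC was -0.05 while its mean was 0.06. By camera the list moved in none of the 3 groups (adjusted p = 0.739 in BIC, 0.759 in BANIC and 0.319 in BINIC). The motif search itself was not analysed here.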

**Fig 3:**
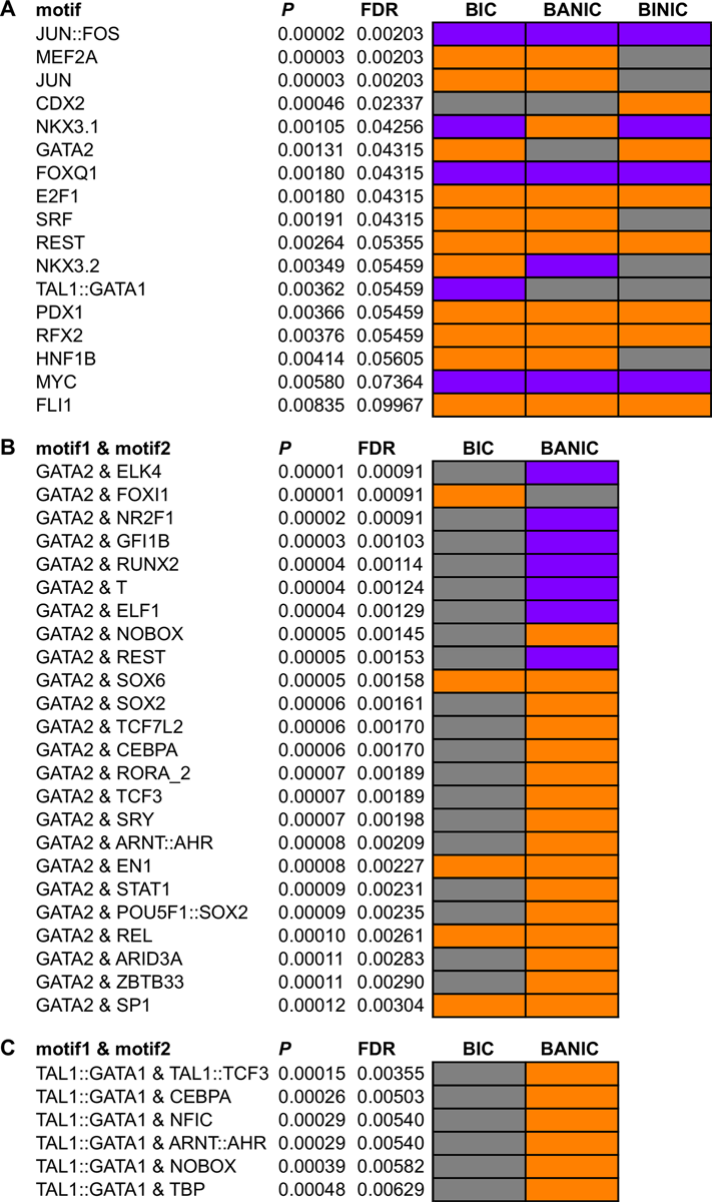
Transcription factor motifs enriched in differentially expressed genes for behavioral groups. (A) Single motifs enriched in at least one of the behavioral groups (BIC, bystanders to interacting conspecifics; BANIC, bystanders attentive to non-interacting conspecifics; or BINIC, bystanders inattentive to non-interacting conspecifics). (B) Pairs of motifs involving GATA2 enriched in BIC and/or BANIC. (C) Pairs of motifs involving TAL1::GATA1 enriched in BIC and/or BANIC. Associations found in each behavior group can be strongest with genes up-regulated (orange) or down-regulated (purple). Grey cells indicate no significance of associations to any group of differentially expressed genes. Significance was calculated using uncorrected (*P*) and corrected (FDR) *P*-values.

Protein networks were constructed using STRING. This software uses data mining to establish connections between proteins. As such, the establishment of these connections is directly related to information availability. Lack of connections between nodes can result from research biases towards more relevant pathways or any other factor that constrains data collection. Thus, the interpretation of the results should be taken with caution. The networks of bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics built using DE genes and enriched TFs (Fig 4A and 4B) had the same number of nodes, but the one of bystanders to interacting conspecifics was composed by more edges (13 nodes and 18 edges vs. 13 nodes and 15 edges), hence having higher density (0.177 vs. 0.160) and lower average path than the one of bystanders attentive to non-interacting conspecifics (2.000 vs. 2.200). The network of bystanders inattentive to non-interacting conspecifics was composed only by 5 nodes and 2 edges (Fig 4C) and was excluded from the remaining network analyses. Networks of bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics had very similar topologies (structural correlation coefficient = 1.000). Reassuringly, in both networks the DE up-regulated genes interacted mostly with each other and with TFs enriched in them, whereas DE down-regulated genes seemed to be positioned in proximity with each other and with TFs enriched in them (network assortativity of 0.273 for bystanders to interacting conspecifics and 0.167 for bystanders attentive to non-interacting conspecifics). In both networks, the gene *fos* seemed to have a central position with many connections to various genes (eigenvector centrality of 0.537 and 0.529 for bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics, respectively). 

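jun encodes the partner of fos in the AP-1 factor. Its log2 fold change was -0.01 in BIC, -0.04 in BANIC and -0.08 in BINIC, and it did not pass the test in any of them. The related gene junba had a log2 fold change of 0.79 in BIC and of 0.40 in BANIC, higher in both when adjusted over the list of immediate early genes alone.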

The gene *jun* also had high values of eigenvector centrality (0.503 for bystanders to interacting conspecifics and 0.517 for bystanders attentive to non-interacting conspecifics).

**Fig 4:**
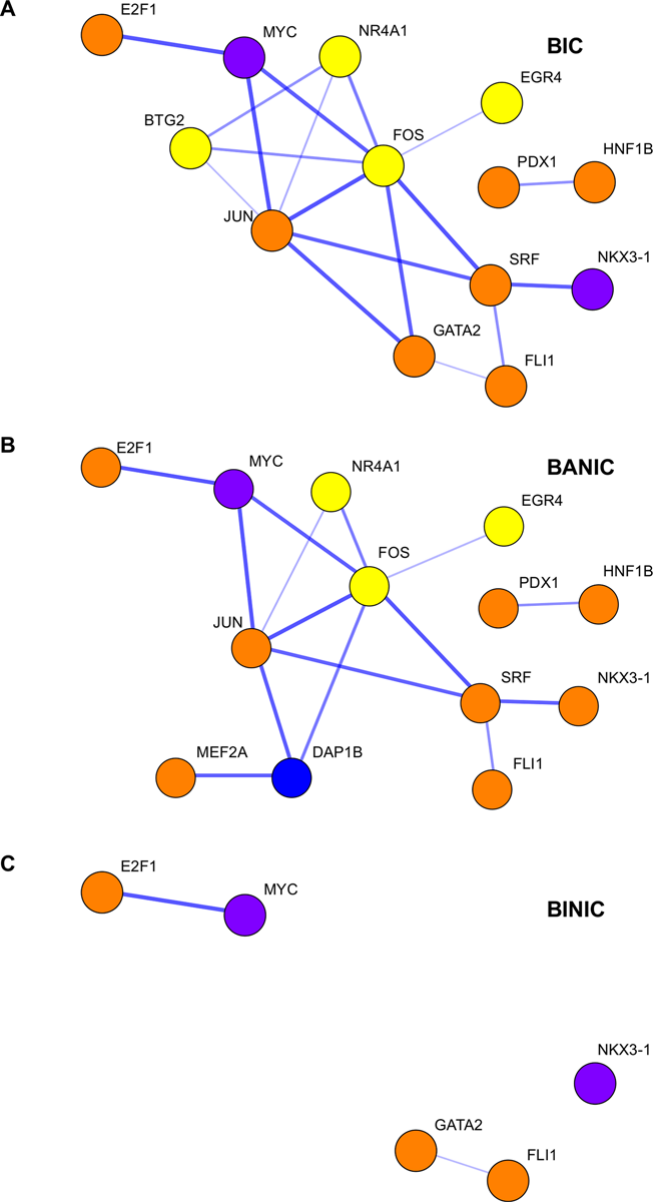
Transcription networks of the different behavioral groups. Networks consisting of DE genes and enriched transcription factors TF for the behavioral groups: (A) bystanders to interacting conspecifics (BIC); (B) bystanders attentive to non-interacting conspecifics (BANIC); and (C) bystanders inattentive to non-interacting conspecifics (BINIC). The thickness of the edges correspond to the confidence score of the genes’ association, yellow nodes indicate up-regulated DE genes, blue nodes indicate down-regulated DE genes, orange nodes indicates TF motifs mainly associated with up-regulated DE genes, and purple indicates TF motifs mainly associated with down-regulated DE genes.

## Discussion

### Attentional behavioral profiles

Previous work has defined an experimental set up consisting of three treatments: bystander to interacting (fighting) conspecifics; bystander to non-interacting conspecifics; and socially isolated [15]. In the current study, we further defined four different behavioral profiles within these treatments by dividing the bystanders to non-interacting conspecifics into attentive and inattentive profiles. This division was based on a PAM clustering method applied to behavior parameters that have shown significant differences between bystanders and socially isolated individuals (Fig 1). The comparison of the transcriptomes of these four behavioral phenotypes will potentially allow the identification of genetic mechanisms associated with attention processes in general, as indicated by gene expression similarities between bystanders to interacting conspecifics and bystanders attentive to non-intreaction, and with social eavesdropping in particular, as indicated by gene expression patterns exclusive to bystanders to interacting conspecifics.

### Brain transcriptome characterization of the behavioral profiles

Transcriptomic analysis on sampled individuals from the four behavioral groups revealed differences between the socially isolated group and the remaining ones. In particular, gene expression analyses showed that bystanders to interacting conspecifics, bystanders attentive to non-interacting conspecifics and bystanders inattentive to non-interacting conspecifics had 8, 11 and 3 DE genes relative to isolated fish, respectively (Fig 2). Gene set enrichment analyses, using whole genome expression data, also showed the existence of gene sets significantly DE in all the groups. These results indicate that all behavior profiles, even when bystanders did not show attentiveness towards the stimulus, led to transcriptomic responses in the brain that differed from the isolated individuals, albeit in different ways. These differences in gene expression are not explained by putative differences in arousal across treatments, since a previous study, using the same behavioral paradigm, has shown that attentive animals were not more aroused than non-attentive ones, as seen by similar total distance travelled, speed, and cortisol levels between them [15].

Interestingly, four genes (*egr4*, *fos*, *npas4a*, *nr4a1*) that were found to be over-expressed in attentive fish in this study (i.e. bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics) have also been found to be differentially expressed in another study in which the brain transcriptome of fish participating in hierarchy-defining fights was examined (Oliveira et al, 2015). In this other study, we found one order of magnitude more DE genes than in the current experiment (168 vs. 16). This was expected since interacting with conspecifics should lead to more neurogenomic changes than just observing conspecifics. These four genes are all neural activity-dependent immediate early genes, which could indicate that their activation merely reflects task-related brain activity. However, they are also known to have a role in neuronal plasticity [41] and contextual and fear memory formation [42,45,57,58], hence suggesting that neurogenomic changes observed in attentive bystanders are part of the changes observed in individuals actively participating in a social interaction, and that these changes are likely to be related to acquisition of social information.

The hierarchical clustering of the DE genes of all behavior groups pooled together showed a well-defined group of 8 genes with similar profile expression across the 12 individuals (btg2, dnajb5, egr4, fos, msh4, npas4a, npas4b, nr4a1), suggesting that these genes share a co-expression pattern. Notably, this set of co-expressed genes included all the over-expressed genes in bystanders to interacting conspecifics, suggesting that they all play a relevant role in this behavioral profile. The interaction between four of those genes (*btg2*, *egr4*, *fos*, and *nr4a1*) was confirmed by STRING results (Fig 4A). Moreover, by reducing STRING confidence score to low (> 0.150), we further obtained evidence for interactions including proteins NPAS4 and MSH4 (results not shown). Together these results support the notion of a change in the neurogenomic network after exposure to conspecifics, in which some of the key players are the over-expressed genes of bystanders to interacting conspecifics, including *btg2*, *egr4*, *fos*, *npas4a*, and *nr4a1*, also found to be differentially expressed in individuals involved in fighting interactions (Oliveira et al, 2015).

### Brain transcriptome comparison between Bystanders to interacting conspecifics and Bystanders attentive to non-interacting conspecifics

Results from the behavior experiment and the analyses of DE genes suggested that inattentive individuals had a behavior profile and a neurogenomic state closer to the socially isolated individuals, whereas the two groups of attentive individuals had both similar behavior profiles and similar neurogenomic states. Nevertheless, we found important differences between bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics, which may be associated with the acquisition of eavesdropped information by the former. In this sense the 4 over-expressed genes found uniquely in bystanders to interacting conspecifics can be considered to be specifically associated with social eavesdropping. 

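btg2, dnajb5 and msh4 were called in BIC and not in BANIC, and the paper names npas4b with them. They were set side by side in a direct comparison of BIC with BANIC by limma on the 6 arrays of these groups. btg2 differed by a log2 fold change of 0.33, dnajb5 by 0.39, msh4 by 1.09 and the S1 Table probe set of npas4b by 0.57, and none passed the test (adjusted p = 1.00 from limma for each). The npas4b probe set of highest mean was not higher in BIC. It was at 6.15, 6.72 and 6.58 in the BIC fish and at 7.21, 6.92 and 6.28 in the BANIC fish. dnajb5 had a log2 fold change of 1.39 in BANIC against ISOL, which did not pass (adjusted p = 0.111 from limma). That direct comparison called 2 genes, both higher in BIC. gusb, the gene of a lysosomal glucuronidase, differed by 2.61 (adjusted p = 0.000224 from limma) and igflr1, a receptor gene, by 1.24 (adjusted p = 0.022). gusb took 1 of 2 levels and was low in 1 isolated fish and 1 BINIC fish as well as in the 3 BANIC fish. igflr1 lost its call when any array other than BANIC1 was left out, and a fit of all 4 groups called neither gene (igflr1 adjusted p = 0.077 from limma). In the paper the genes found only in BIC can be considered specifically associated with social eavesdropping.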

From these, *btg2* and *npas4b* have been shown to have a role in neuronal plasticity and contextual and fear memory formation [40,45,57], *msh4* has been associated to nervous system tumors [59] and *dnajb5* has been linked to cellular stress regulation [60] and to the circadian neuronal circuit in *Drosophila* [32]. Interestingly, GAGE analyses has also shown a differential expression in bystanders to interacting conspecifics, but not in bystanders attentive to non-interacting conspecifics, in both GO term “response to stress” and Wikipathway term “exercise-induced circadian regulation” (S10–S15 Tables). The other gene set that was differentially expressed uniquely in bystanders to interacting conspecifics was GO “adrenergic receptor activity”, which is related to the “fight-or-flight” response.

The analyses of transcription factors, using a more relaxed definition of DE genes, showed again strong similarities between bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics (Fig 3). However, this analysis also presented important differences between the two behavior groups: four transcription factor motifs from proteins NKX3.1, NKX3.2, GATA2 and complex TAL1::GATA1 were over-represented in genes differentially expressed in opposite directions in bystanders to interacting conspecifics and bystanders attentive to non-interacting conspecifics. These results were not unexpected since NKX3 proteins can act either as repressor or activator [61–63] and have been shown to be expressed in the brain [64]. GATA2 and TAL1 have also been shown to be expressed in the brain and they have particularly important roles in neuronal differentiation [36,39]. Finally, the network analyses have shown that although the networks of both groups are similar (structural correlation coefficient close to 1) with proteins FOS and JUN being important players, the one of bystanders to interacting conspecifics is composed by more edges and have higher density (Fig 4). Together these results suggest that the neurogenomic responses in social eavesdropping (bystanders to interacting conspecifics) and in bystanders to non-interacting conspecifics share considerable similarities, which reflect attention processes, but also that on the whole both groups have distinct neurogenomic profiles, which can be related to the eavesdropping of social information. Some areas that may explain the mechanisms behind these differences are suggested. Pathways related to stress and flight-or-fight response seem to be obvious candidates, but more surprisingly the circadian neuronal circuit may also have a role. Epigenetic mechanisms provided by transcription factors that function both as repressors and activators, for example the NKX3 proteins, seem to be important as well.

### Brain transcriptome of Bystanders inattentive to non-interacting conspecifics

Regarding the group of bystanders inattentive to non-interacting conspecifics, although their behavioral profile seems to be very close to isolated fish (Fig 1), extensive transcriptomic analyses revealed important differences. This group had only 3 DE genes (all over-expressed) in relation to isolated fish (Fig 2), however, these genes have known important neuronal functions. Protocadherin alfa genes *pcdh2ab7* and *pcdhga10* have a role in self-recognition by individual neurons [30], being important in establishing neuronal connections in the brain [65], and *osbpl1a* has been shown to be expressed at considerable high levels in cortical areas of the human brain [31] and to regulate cellular cholesterol metabolism in vitro [66]. Moreover, GAGE analyses showed DE gene sets in areas similar to the remaining groups, namely, cholesterol biosynthesis, metabolism, transcription and sensory organs (S10–S15 Tables). These results suggest that the presence of conspecifics affects bystanders irrespective of them being attentive or not. Although the transcriptomic brain activity of this group seemed to be unrelated to neuronal plasticity, the presence of a conspecific still triggers important responses.

## Conclusions

Overall, the results presented here allow us to identify three types of transcriptomic responses associated with the experimentally defined behavioural profiles. First, there are transcriptomic changes that are common to all the behavior groups (i.e. bystanders to interacting conspecifics, bystanders attentive to non-interacting conspecifics, bystanders inattentive to non-interacting conspecifics), which may indicate that they are linked to a bystander response in the presence of conspecifics, irrespective of attentiveness. Second, there is a set genes that is responding on both attentive groups, which includes genes related to neuronal plasticity and memory (e.g. *fos*, *jun*, *npas4a*, *nr4a1*, *egr4*). This result suggests that attentive individuals are forming social memories in response to the acquisition of information from conspecifics. Third, a set of genes (e.g. *btg2*, *npas4b*, *dnajb5* and *msh4*) was uniquely associated to bystanders to interacting conspecifics, which may indicate that these genes are particularly important in social eavesdropping of fighting interactions. Thus, social information seems to trigger specific genomic responses depending on its content conveying static cues from non-interacting conspecifics or dynamic cues from interacting conspecifics.

Finally, we would like to finish with two cautionary notes. First, it should be noted that the observed transcriptome responses in this study relied only on visual information. However, chemical information is also used by zebrafish in the social domain. For example, zebrafish can discriminate between familiar and unfamiliar individuals based on odor cues only [67]. Thus, not all social cues were accessible to bystanders. Nevertheless, visual cues alone were sufficient to convey relevant social information that drives attention and to trigger a transcriptomic response. Future studies can further dissect the relative contributions of different sensory modalities for social information use. Secondly, the use of whole brain samples in this study should be seen as a first approach to the study of the genomics of social information use in zebrafish. Attention is a cognitive process known to recruit neural networks that span across multiple brain structures (e.g. telencephalon, optic tectum) both in mammals and in fish [68,69]. Therefore, by characterizing the whole-brain transcriptome of animals attentive to social stimuli we are focusing more on the overall pattern of gene expression emerging from such networks, rather then on regional changes within the network. Now that key genes have been identified at the whole-network level future studies can use this information to further dissect candidate brain regions of social attention networks in fish.

## Supporting Information

S1 Fig Spatial and directional patterns of the focal fish selected for transcriptomic analysis. Linear histograms plus 2D heatmaps of time spent in each position of the arena (left), polar directional histograms (right). Groups considered: bystanders to interacting conspecifics (BIC, magenta); bystanders attentive to non-interacting conspecifics (BANIC, green); bystanders inattentive to non-interacting conspecifics (BINIC, lime); and isolated fish (ISOL, blue). Heatmaps are scaled from maximum relative value (red) to minimum relative value (dark blue). Linear and polar histograms represented in absolute arbitrary scale.
(TIF)

S2 Fig Transcription factor motif pairs found in significant meta-associations. Pairs of motifs involving transcription factors NKX3.1 (A); and KX3.2 (B). The strongest association found in the considered behavior group (bystanders to interacting conspecifics, BIC; and bystanders attentive to non-interacting conspecifics, BANIC) can be with up-regulated (orange) or down-regulated (purple). Grey cells indicate no significance of associations to any group of DE genes. Significance was calculated using uncorrected (*P*) and corrected (FDR) *P*-values.
(TIF)

S1 Methods

S1 Table Genes differentially expressed in the brain of zebrafish in response to eavesdropping interacting conspecifics [FC > log_2_(1.1) and FDR < 0.05]. The gene list is sorted by FDR.
(DOC)

S2 Table Genes differentially expressed in the brain of attentive zebrafish in response to observing non-interacting conspecifics [FC > log_2_(1.1) and FDR < 0.05]. The gene list is sorted by FDR.

S3 Table Genes differentially expressed in the brain of inattentive zebrafish in response to observing non-interacting conspecifics [FC > log_2_(1.1) and FDR < 0.05]. The gene list is sorted by FDR.
(DOC)

S4 Table KEGG gene sets over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). BINIC had no gene set over-represented**. Gene sets list sorted by *P*-value.**
(DOC)

S5 Table Wikipathway gene sets over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). BINIC had no gene set over-represented**. Gene sets list sorted by *P*-value.**
(DOC)

S6 Table GO Biological process gene sets over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.
(DOC)

S7 Table GO Cellular component gene sets over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.
(DOC)

S8 Table GO Molecular function gene sets over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.
(DOC)

S9 Table Chromosome location gene sets over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.
(DOC)

S10 Table KEGG gene sets differentially expressed considering under- and over-expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.
(DOC)

S11 Table Wikipathway gene sets differentially expressed considering under- and over-expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.
(DOC)

S12 Table GO Biological process gene sets differentially expressed considering only over-expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.
(DOC)

S13 Table GO Cellular Compartment process gene sets differentially expressed considering only over-expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.
(DOC)

S14 Table GO Molecular Function process gene sets differentially expressed considering only over-expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.
(DOC)

S15 Table Chromosome location gene sets differentially expressed considering under- and over-expressed genes (*P*-value < 0.1) for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.
(DOC)

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S1 Methods

**S1 Methods**

***Brain transcriptomic response to social eavesdropping in zebrafish***

*João Sollari Lopes, Rodrigo Abril-de-Abreu, Rui F. Oliveira*

**Microarray annotation.** Affymetrix zebrafish gene 1.1 ST array strip are constituted by probes distributed across the full length of the genome, providing a complete and accurate estimate of overall gene expression. They contain 300 000 25-mer oligonucleotide probes corresponding to 75 196 probe sets. Using Affymetrix NetAffx annotation file v33.3 ([http://www.affymetrix.com](http://www.affymetrix.com/)) and Bioconductor datasets, we obtained 23 453 probe sets that identify one and only one Entrez Gene ID (corresponding to 21 485 unique Entrez IDs). Using NCBI Gene database ([http://www.ncbi.gov](http://www.ncbi.gov/)), we filtered-out discontinued Entrez IDs and replaced the deprecated ones, obtaining 23 292 probe sets and 21 224 unique Entrez IDs. These probe sets were used to select the differentially expressed (DE) genes. Using both NCBI Gene database and biomart ([www.biomart.org](http://www.biomart.org/)), we identified a total of 20 944 unique Entrez IDs with one and only one chromosome location. These genes were used for the promoter region analysis. Annotation was performed using Bioconductor (1) packages “biomaRt” (2) and “reutils”.

**Microarray data analysis.**In order to study changes in gene expression in the four representative behavior groups (bystanders to interacting conspecifics, BIC; bystanders attentive to non-interacting conspecifics, BANIC; bystanders inattentive to non-interacting conspecifics, BINIC; and isolated fish, ISOL), twelve Affymetrix zebrafish gene 1.1 ST array strip microarrays (three samples per group) were used. Quality control of the raw data was performed by: visualizing the mapped probe intensity images; smoothed histogram and box-plots of the intensities; assessing intensity bias from plotting average intensity against base positions and GC-contents and from MAplots (3); and by looking at the residuals and weights associated to the probes after fitting a probe-level model (4). These tests were performed using R (5) and the Bioconductor (1) package “oligo” (6).

The signal intensity of the microarrays was normalized using the standard Robust-Multichip average normalization, considering background subtraction, quantile normalization and median-polish summarization. Following standard procedures (7), the normalized data was filtered using nonspecific filtering by choosing only the transcripts annotated with corresponding Entrez Gene IDs, by removing duplicate Entrez Gene IDs with lower gene expression, and by considering only the transcripts with gene expressions that possessed a standard deviation, across the twelve samples, higher than the median standard deviation of all considered genes. Thus, from 23 292 probe sets, 10 748 transcripts were used, each corresponding to one and only one gene.

The selection of differentially expressed (DE) genes was performed considering an experimental design with the group ISOL as a reference and using separately the remaining groups (BIC, BANIC and BINIC). A moderate test statistic implemented in the Bioconductor package “limma” (8) was used, which consisted of fitting a linear model for every gene and performing an empirical Bayes moderation of the standard errors. The *P*-values were adjusted using Benjamini and Hochberg's false discovery rate (FDR, Benjamini & Hochberg 1995). The threshold for DE genes was set to FDR < 0.05 and fold-change ≥ 2 or ≤ 0.5 (log2 fold-change ≥ 1 or ≤ -1). Considering the expression levels of the pooled group of DE genes for the behavior groups (BIC, BANIC and BINIC), a hierarchical clusters of both samples and genes were created. Following previous studies (10), the clustering was performed using average linkage and Manhattan distances on normalized values (i.e. values were subtracted by the variable's mean value and divided by the variable's standard deviation).

For each behavior group, we performed hypergeometric tests to assess if their DE genes were over-represented in some pathways or functional categories. These analyses require the definition of a universe of possible genes, and the set of genes that resulted from the nonspecific filtering was considered. The set of genes considered came from various collections, namely, KEGG (11), Wikipathway (12), GO (13) and chromosome locations. For the analyses using collections from GO and KEGG and the chromosome locations, the Bioconductor databases and packages “GOstats” and “Category” (14) were used. For Wikipathways, the same procedure was followed, except that the collections were created using core packages from R. The threshold for overrepresentation gene sets was *P*-value < 0.1. For the analyses of GO collections, the results were further filtered by removing parent categories with significant (*P*-value < 0.1) children categories constituted by the same DE genes.

We also performed Generally Applicable Gene-set analysis (GAGE, Luo et al. 2009) for each behavior group. This approach considers the whole universe of possible genes (i.e. the 10 748 genes resulting from the nonspecific filtering) and uses a two-sample t-test to account for both gene set variance and background variance. Furthermore, GAGE uses genes as the sampling unit (competitive method), allowing for the use of small sample sizes per group. As done for ORA, gene sets came from GO, KEGG, WikiPathways and chromosome locations. GAGE also allows for choosing between single (i.e. consider only up-regulated genes) and both direction (i.e. consider up- and down-regulated genes) analysis. Single analysis are recommended for experimental sets (e.g. GO), whereas both direction analysis are recommended for canonical pathways (e.g. KEGG, Wikipathay) and chromosome locations. Comparisons between behavior groups and reference ISOL was performed considering the average of the replicates, and gene sets that were too small (< 10 members) or too big (> 500 members) were discarded. The threshold for DE gene sets was *P*-value < 0.1. One potential problem in assessing DE gene sets is the overlap of genes between gene sets, which can lead to false identification of overlapping gene sets as significantly DE. In order to circumvent this problem and diagnose the effect of overlapping, we used function “esset.grp” from Bioconductor package “gage”. This method considers the overlap between core genes (i.e. member genes that highly contributed to the significance of the gene set) to calculate a *P*-value based on network graphs. As recommended by the authors, we set the *P*-value threshold to 10-10. These analysis were performed using Bioconductor packages “GSEABase” and “gage”.

**Promoter region analysis and transcription network.** The algorithm used to find transcription factor binding sites enriched in the DE genes of the behavior groups was as follow:

1. Download whole genome of zebrafish from UCSC (http://genome.ucsc.edu) with repeats masked using RepeatMasker and Tandem Repeats Finder with a period of 12 or less. Consider only chromosomes 1 to 25;

2. Download motif collection Jaspar Vertebrate Core from Jaspar (16), which consists of 205 non-redundant motifs;

3. Calculate motif scores using Stubb (17) for every motif of the motif collection in every 500bp window of the genome with a shift of 250bp;

4. Assign the windows to one of 20 bins according to their GC content. For each motif, rank normalize windows according to their motif score (*P*-value = 1 – rank/N, where N is the number of windows in the bin);

5. For each annotated gene, consider an upstream region of 5 000bp and find, for each motif, the window inside the region with most significant *P*-value. For each motif, define motif target genes as the genes with the most significant *P*-value < 0.0025;

6. For each motif and pair of motifs, calculate the enrichment of moderated up- and down-regulated genes (*P*-value < 0.01) for each behavior group (BIC, BANIC and BINIC), while considering the interactions between pairs of motifs implemented by *cis*-Metalysis (18). Calculate meta-associations between the best associations found in each social context using the “flexible” mode in *cis*-Metalysis. Correct p-values for multiple comparisons using FDR;

7. Run STRING 9.1 (19) on the list of differentially expressed genes (FDR < 0.05) and enriched transcription factors (FDR < 0.1) for all behavior groups (medium confidence).

The chosen significance thresholds varied along the analysis. This was done to respect authors’ recommendations. In order to define genes strongly DE we assumed the standard FDR < 0.05. The list of moderate DE to be used in cis-Metalysis was defined using the recommended *P*-value < 0.01 (18). The threshold to define the motif target genes considered was such that these lists were composed by about 500 genes (P-value < 0.0025, Whitney et al. 2014). Finally, the threshold for defining enriched transcription factors was chosen to be a relaxed FDR < 0.1, so that to favor the control of false negatives, instead of false positives [note, however, that this threshold is still more conservative than the one proposed by the authors (18)].

**Bibliography**

1. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, et al. Bioconductor: open software development for computational biology and bioinformatics. Genome Biol. 2004;5(10):R80.

2. Durinck S, Spellman PT, Birney E, Huber W. Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat Protoc. 2009;4(8):1184–91.

3. Dudoit S, Yang YH, Callow MJ, Speed TP. Statistical methods for identifying differentially expressed genes in replicated cDNA microarray experiments. Stat Sin. 2002;12:111–39.

4. Bolstad B. Probe-level model based test statistics for detecting differential expression. University of California, Berkeley; 2004.

5. R Development Core Team. R: A language and environment for statistical computing. [Internet]. R Foundation for Statistical Computing, Vienna, Austria. 2013. Available from: http://www.r-project.org/

6. Carvalho BS, Irizarry RA. A framework for oligonucleotide microarray preprocessing. Bioinformatics. 2010;26(19):2363–7.

7. Bourgon R, Gentleman R, Huber W. Independent filtering increases detection power for high-throughput experiments. Proc Natl Acad Sci U S A. 2010;107(21):9546–51.

8. Smyth G. limma: Linear Models for Microarray Data. In: Gentleman R, Carey V, Huber W, Irizarry R, Dudoit S, editors. Bioinformatics and Computational Biology Solutions Using R and Bioconductor. Springer-Verlag; 2005. p. 397–420.

9. Benjamini Y, Hochberg Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J R Stat Soc Ser B. 1995;57(1):289–300.

10. Datta S, Datta S. Comparisons and validation of statistical clustering techniques for microarray gene expression data. Bioinformatics. 2003;19(4):459–66.

11. Kanehisa M, Goto S, Sato Y, Kawashima M, Furumichi M, Tanabe M. Data, information, knowledge and principle: Back to metabolism in KEGG. Nucleic Acids Res. 2014;42(D1).

12. Kelder T, Pico AR, Hanspers K, Van Iersel MP, Evelo C, Conklin BR. Mining biological pathways using WikiPathways web services. PLoS One. 2009;4(7).

13. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, et al. Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet. 2000;25(1):25–9.

14. Falcon S, Gentleman R. Using GOstats to test gene lists for GO term association. Bioinformatics. 2007;23(2):257–8.

15. Luo W, Friedman MS, Shedden K, Hankenson KD, Woolf PJ. GAGE: generally applicable gene set enrichment for pathway analysis. BMC Bioinformatics. 2009;10:161.

16. Mathelier A, Zhao X, Zhang AW, Parcy F, Worsley-Hunt R, Arenillas DJ, et al. JASPAR 2014: An extensively expanded and updated open-access database of transcription factor binding profiles. Nucleic Acids Res. 2014;42(D1).

17. Sinha S, van Nimwegen E, Siggia ED. A probabilistic method to detect regulatory modules. Bioinformatics. 2003;19(Suppl 1):i292–301.

18. Ament SA, Blatti CA, Alaux C, Wheeler MM, Toth AL, Le Conte Y, et al. New meta-analysis tools reveal common transcriptional regulatory basis for multiple determinants of behavior. Proc Natl Acad Sci. 2012;109(26):E1801–10.

19. Franceschini A, Szklarczyk D, Frankild S, Kuhn M, Simonovic M, Roth A, et al. STRING v9.1: Protein-protein interaction networks, with increased coverage and integration. Nucleic Acids Res. 2013;41(D1):D808–15.

20. Whitney O, Pfenning AR, Howard JT, Blatti CA, Liu F, Ward JM, et al. Core and region-enriched networks of behaviorally regulated genes and the singing genome. Science. 2014;346(6215):1256780.

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S1 Table — The gene list is sorted by FDR.

**S1 Table**. Genes differentially expressed in the brain of zebrafish in response to eavesdropping interacting conspecifics [FC > log2(1.1) and FDR < 0.05]. The gene list is sorted by FDR.

| Name | FCa | FDR | Entrez ID | Gene Symbol | Description |
| --- | --- | --- | --- | --- | --- |
| 13015447 | 2.24 | 0.001 | 724016 | npas4a | neuronal PAS domain protein 4a |
| 13047782 | 1.52 | 0.002 | 559917 | msh4 | mutS homolog 4 (E. coli) |
| 13143256 | 1.57 | 0.003 | 795099 | EGR4 (2 of 2)a | early growth response 4 |
| 13105945 | 1.96 | 0.003 | 394198 | fos | v-fos FBJ murine osteosarcoma viral oncogene homolog |
| 13110394 | 1.41 | 0.003 | 100534657 | npas4b | neuronal PAS domain protein 4 |
| 13141648 | 1.60 | 0.010 | 431720 | nr4a1 | nuclear receptor subfamily 4, group A, member 1 |
| 13124986 | 1.28 | 0.013 | 30079 | btg2 | B-cell translocation gene 2 |
| 13107726 | 1.78 | 0.016 | 641576 | DNAJB5 (2 of 2)a | DnaJ (Hsp40) homolog, subfamily B, member 5-like |
| FC, fold change; FDR, false discovery change  a - log2 fold-change, negative is under-expressed, positive is over-expressed.  b - gene symbol from Ensembl | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S2 Table

**S2 Table**. Genes differentially expressed in the brain of attentive zebrafish in response to observing non-interacting conspecifics [FC > log2(1.1) and FDR < 0.05]. The gene list is sorted by FDR.

| Name | FCa | FDR | Entrez ID | Gene Symbol | Description |
| --- | --- | --- | --- | --- | --- |
| 13007436 | 2.56 | 0.000 | 493593 | pcdh2ab7 | protocadherin 2 alpha b 7 |
| 12959481 | 2.82 | 0.000 | 572221 | ZNF507 (2 of 5) b | Zinc finger protein 507 |
| 13172083 | -3.94 | 0.000 | 100137114 | ftr50 | finTRIM family, member 50 |
| 13007420 | 1.61 | 0.001 | 100535907 | pcdhga10 | protocadherin gamma-A10-like |
| 13136272 | -1.60 | 0.004 | 563485 | soga3b | SOGA family member 3b |
| 13143256 | 1.15 | 0.006 | 795099 | EGR4 (2 of 2) b | early growth response 4 |
| 13015447 | 1.81 | 0.012 | 724016 | npas4a | neuronal PAS domain protein 4a |
| 13162324 | -1.39 | 0.012 | 777611 | C25HXorf38 (1 of 2)b | chromosome X open reading frame 38 |
| 13105945 | 1.57 | 0.012 | 394198 | fos | v-fos FBJ murine osteosarcoma viral oncogene homolog |
| 13141648 | 1.06 | 0.018 | 431720 | nr4a1 | nuclear receptor subfamily 4, group A, member 1 |
| 13263259 | -1.04 | 0.031 | 58094 | dap1b | death associated protein 1b |
| FC, fold change; FDR, false discovery change  a – log2 fold-change, negative is under-expressed, positive is over-expressed.  b – gene symbol from Ensembl | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S3 Table — The gene list is sorted by FDR.

**S3 Table**. Genes differentially expressed in the brain of inattentive zebrafish in response to observing non-interacting conspecifics [FC > log2(1.1) and FDR < 0.05]. The gene list is sorted by FDR.

| Name | FCa | FDR | Entrez ID | Gene Symbol | Description |
| --- | --- | --- | --- | --- | --- |
| 13007436 | 2.55 | 0.000 | 493593 | pcdh2ab7 | protocadherin 2 alpha b 7 |
| 13078177 | 2.44 | 0.000 | 100331149 | OSBPL1A (2 of 2)b | oxysterol-binding protein-related protein 1-like |
| 13007420 | 1.38 | 0.019 | 100535907 | pcdhga10 | protocadherin gamma-A10-like |
| FC, fold change; FDR, false discovery change  a – log2 fold-change, negative is under-expressed, positive is over-expressed.  b – gene symbol from Ensembl | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S4 Table — BINIC had no gene set over-represented. Gene sets list sorted by P-value.

**S4 Table.** KEGG gene sets over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). BINIC had no gene set over-represented. Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | Counts | Size | Up | Dn |
| --- | --- | --- | --- | --- | --- | --- | --- |
| BIC | 4010 | **MAPK signaling pathway** | 0.00888 | 2 | 107 | 2 | 0 |
|  | 3018 | RNA degradation | 0.03701 | 1 | 24 | 1 | 0 |
|  | 4620 | Toll-like receptor signaling pathway | 0.06417 | 1 | 42 | 1 | 0 |
| BANIC | 4010 | **MAPK signaling pathway** | 0.00307 | 2 | 107 | 2 | 0 |
|  | 4620 | Toll-like receptor signaling pathway | 0.04324 | 1 | 42 | 1 | 0 |
| Counts, DE genes in gene set; Size, total genes in gene set; Up, up-regulated genes; Dn, down-regulated genes. | | | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S5 Table — BINIC had no gene set over-represented. Gene sets list sorted by P-value.

**S5 Table.** Wikipathway gene sets over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). BINIC had no gene set over-represented. Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | Counts | Size | Up | Dn |
| --- | --- | --- | --- | --- | --- | --- | --- |
| BIC | WP1337 | **MAPK signaling pathway** | 0.00249 | 2 | 132 | 2 | 0 |
|  | WP1372 | Oxidative Stress | 0.01921 | 1 | 22 | 1 | 0 |
|  | WP444 | Signaling of Hepatocyte Growth Factor Receptor | 0.02345 | 1 | 33 | 1 | 0 |
|  | WP1385 | Nuclear Receptors | 0.02345 | 1 | 29 | 1 | 0 |
|  | WP1358 | Selenium metabolism Selenoproteins | 0.02769 | 1 | 36 | 1 | 0 |
|  | WP230 | TGF Beta Signaling Pathway | 0.03402 | 1 | 46 | 1 | 0 |
|  | WP1330 | Estrogen Signaling | 0.03823 | 1 | 70 | 1 | 0 |
|  | WP1384 | Toll-like receptor signaling pathway | 0.04663 | 1 | 65 | 1 | 0 |
|  | WP1322 | IL-6 Signaling Pathway | 0.05081 | 1 | 92 | 1 | 0 |
|  | WP1345 | T Cell Receptor Signaling Pathway | 0.08805 | 1 | 100 | 1 | 0 |
|  | WP1367 | TGF-beta Receptor Signaling Pathway | 0.08805 | 1 | 142 | 1 | 0 |
|  | WP1313 | Insulin Signaling | 0.09010 | 1 | 141 | 1 | 0 |
|  | WP1323 | EGFR1 Signaling Pathway | 0.09623 | 1 | 153 | 1 | 0 |
| BANIC | WP1337 | **MAPK signaling pathway** | 0.00249 | 2 | 132 | 2 | 0 |
|  | WP1372 | Oxidative Stress | 0.01921 | 1 | 22 | 1 | 0 |
|  | WP444 | Signaling of Hepatocyte Growth Factor Receptor | 0.02345 | 1 | 33 | 1 | 0 |
|  | WP1385 | Nuclear Receptors | 0.02345 | 1 | 29 | 1 | 0 |
|  | WP1358 | Selenium metabolism Selenoproteins | 0.02769 | 1 | 36 | 1 | 0 |
|  | WP230 | TGF Beta Signaling Pathway | 0.03402 | 1 | 46 | 1 | 0 |
|  | WP1330 | Estrogen Signaling | 0.03823 | 1 | 70 | 1 | 0 |
|  | WP1384 | Toll-like receptor signaling pathway | 0.04663 | 1 | 65 | 1 | 0 |
|  | WP1322 | IL-6 Signaling Pathway | 0.05081 | 1 | 92 | 1 | 0 |
|  | WP1345 | T Cell Receptor Signaling Pathway | 0.08805 | 1 | 100 | 1 | 0 |
|  | WP1367 | TGF-beta Receptor Signaling Pathway | 0.08805 | 1 | 142 | 1 | 0 |
|  | WP1313 | Insulin Signaling | 0.09010 | 1 | 141 | 1 | 0 |
|  | WP1323 | EGFR1 Signaling Pathway | 0.09623 | 1 | 153 | 1 | 0 |
| Counts, DE genes in gene set; Size, total genes in gene set; Up, up-regulated genes; Dn, down-regulated genes. | | | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S6 Table — Gene sets list sorted by P-value.

**S6 Table.** GO Biological process gene sets over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S7 Table — Gene sets list sorted by P-value.

**S7 table.** GO Cellular component gene sets over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC) Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | Counts | Size | Up | Dn |
| --- | --- | --- | --- | --- | --- | --- | --- |
| BIC | GO:0005634 | **nucleus** | 0.01578 | 3 | 879 | 3 | 0 |
| BANIC | GO:0005634 | **nucleus** | 0.06083 | 3 | 879 | 3 | 0 |
|  | GO:0044464 | cell part | 0.09602 | 5 | 2581 | 4 | 1 |
| BINIC | GO:0005886 | plasma membrane | 0.09005 | 1 | 479 | 1 | 0 |
| Counts, DE genes in gene set; Size, total genes in gene set; Up, up-regulated genes; Dn, down-regulated genes. | | | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S8 Table — Gene sets list sorted by P-value.

**S8 Table.** GO Molecular function gene sets over-represented in the differentially expressed genes [*P*-value< 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | Counts | Size | Up | Dn |
| --- | --- | --- | --- | --- | --- | --- | --- |
| BIC | GO:0003676 | nucleic acid binding | 0.00343 | 4 | 1056 | 4 | 0 |
|  | GO:0004879 | ligand-activated sequence-specific DNA binding RNA polymerase II transcription factor activity | 0.01502 | 1 | 19 | 1 | 0 |
|  | GO:0051082 | unfolded protein binding | 0.01816 | 1 | 23 | 1 | 0 |
|  | GO:0043565 | sequence-specific DNA binding | 0.02140 | 2 | 306 | 2 | 0 |
|  | GO:0003690 | double-stranded DNA binding | 0.02519 | 1 | 32 | 1 | 0 |
|  | GO:0003707 | steroid hormone receptor activity | 0.02830 | 1 | 36 | 1 | 0 |
|  | GO:0003700 | sequence-specific DNA binding transcription factor activity | 0.03176 | 2 | 377 | 2 | 0 |
|  | GO:0005488 | **binding** | 0.04302 | 5 | 3353 | 5 | 0 |
|  | GO:0004871 | signal transducer activity | 0.06410 | 2 | 551 | 2 | 0 |
|  | GO:0046983 | protein dimerization activity | 0.09700 | 1 | 127 | 1 | 0 |
| BANIC | GO:0003676 | nucleic acid binding | 0.01804 | 4 | 1056 | 4 | 0 |
|  | GO:0004879 | ligand-activated sequence-specific DNA binding RNA polymerase II transcription factor activity | 0.02097 | 1 | 19 | 1 | 0 |
|  | GO:0003690 | double-stranded DNA binding | 0.03510 | 1 | 32 | 1 | 0 |
|  | GO:0046872 | metal ion binding | 0.03696 | 4 | 1297 | 3 | 1 |
|  | GO:0003707 | steroid hormone receptor activity | 0.03941 | 1 | 36 | 1 | 0 |
|  | GO:0043565 | sequence-specific DNA binding | 0.04213 | 2 | 306 | 2 | 0 |
|  | GO:0003700 | sequence-specific DNA binding transcription factor activity | 0.06158 | 2 | 377 | 2 | 0 |
|  | GO:0008270 | zinc ion binding | 0.07125 | 2 | 409 | 1 | 1 |
|  | GO:0005488 | **binding** | 0.08718 | 6 | 3353 | 5 | 1 |
| BINIC | GO:0005509 | calcium ion binding | 0.04214 | 1 | 265 | 1 | 0 |
| Counts, DE genes in gene set; Size, total genes in gene set; Up, up-regulated genes; Dn, down-regulated genes. | | | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S9 Table — Gene sets list sorted by P-value.

**S9 Table.** Chromosome over-represented in the differentially expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | Counts | Size | Up | Dn |
| --- | --- | --- | --- | --- | --- | --- | --- |
| BIC | 23 | **Chromosome 23** | 0.026257 | 2 | 1216 | 2 | 0 |
|  | 21 | Chromosome 21 | 0.033954 | 2 | 1237 | 2 | 0 |
| BANIC | 23 | **Chromosome 23** | 0.004719 | 3 | 1216 | 2 | 1 |
|  | 14 | **Chromosome 14** | 0.006025 | 3 | 1201 | 3 | 0 |
| BINIC | 14 | **Chromosome 14** | 0.003728 | 2 | 1201 | 2 | 0 |
| Counts, DE genes in gene set; Size, total genes in gene set; Up, up-regulated genes; Dn, down-regulated genes. | | | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S10 Table — Gene sets list sorted by P-value.

**S10 Table.** KEGG gene sets differentially expressed considering under- and over-expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | FDR | Size |
| --- | --- | --- | --- | --- | --- |
| BIC | 4744 | **Phototransduction** | 0.001 | 0.096 | 23 |
|  | 4710 | **Circadian rhythm - mammal** | 0.049 | 0.936 | 15 |
|  | 4010 | **MAPK signaling pathway** | 0.051 | 0.936 | 107 |
|  | 100 | **Steroid biosynthesis** | 0.086 | 0.936 | 18 |
| BANIC | 190 | **Oxidative phosphorylation** | 0.041 | 0.905 | 48 |
| BINIC | 190 | **Oxidative phosphorylation** | 0.006 | 0.421 | 48 |
|  | 3010 | Ribosome | 0.008 | 0.421 | 34 |
| FDR, false discovery rate. | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S11 Table — Gene sets list sorted by P-value.

**S11 Table.** Wikipathway gene sets differentially expressed considering under- and over-expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | FDR | Size |
| --- | --- | --- | --- | --- | --- |
| BFC | WP1387 | **Cholesterol Biosynthesis** | 0.017 | 0.637 | 13 |
|  | WP152 | **FGF signaling pathway** | 0.021 | 0.637 | 56 |
|  | WP402 | **ERK1 - ERK2 MAPK cascade** | 0.057 | 0.700 | 59 |
|  | WP1351 | Apoptosis | 0.061 | 0.700 | 30 |
|  | WP1367 | **TGF-beta Receptor Signaling Pathway** | 0.063 | 0.700 | 42 |
|  | WP1337 | **MAPK signaling pathway** | 0.069 | 0.700 | 48 |
|  | WP562 | **Exercise-induced Circadian Regulation** | 0.079 | 0.700 | 22 |
| BANC | WP1335 | **Oxidative phosphorylation** | 0.080 | 0.818 | 17 |
|  | WP152 | **FGF signaling pathway** | 0.089 | 0.818 | 56 |
| BINC | WP1387 | **Cholesterol Biosynthesis** | 0.002 | 0.057 | 13 |
|  | WP1335 | **Oxidative phosphorylation** | 0.003 | 0.057 | 17 |
|  | WP1339 | **Electron Transport Chain** | 0.003 | 0.057 | 32 |
|  | WP324 | Cytoplasmic Ribosomal Proteins | 0.005 | 0.084 | 29 |
| FDR, false discovery rate. | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S12 Table — Gene sets list sorted by P-value.

**S12 Table.** GO Biological process gene sets differentially expressed considering only over-expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | FDR | Size |
| --- | --- | --- | --- | --- | --- |
| BIC | GO:0040007 | **growth** | 0.022 | 0.831 | 23 |
|  | GO:0006351 | **transcription, DNA-templated** | 0.043 | 0.831 | 297 |
|  | GO:0006950 | **response to stress** | 0.051 | 0.831 | 43 |
|  | GO:0006629 | **lipid metabolic process** | 0.058 | 0.831 | 74 |
|  | GO:0007264 | small GTPase mediated signal transduction | 0.059 | 0.831 | 96 |
|  | GO:0006139 | nucleobase-containing compound metabolic process | 0.077 | 0.831 | 14 |
|  | GO:0001706 | endoderm formation | 0.085 | 0.831 | 10 |
|  | GO:0009790 | embryo development | 0.087 | 0.831 | 61 |
| BANIC | GO:0042742 | defense response to bacterium | 0.029 | 0.911 | 14 |
|  | GO:0001568 | blood vessel development | 0.037 | 0.911 | 23 |
|  | GO:0006508 | proteolysis | 0.045 | 0.911 | 231 |
|  | GO:0006813 | potassium ion transport | 0.055 | 0.911 | 29 |
|  | GO:0008033 | **tRNA processing** | 0.069 | 0.911 | 24 |
|  | GO:0045454 | cell redox homeostasis | 0.069 | 0.911 | 20 |
|  | GO:0007169 | **transmembrane receptor protein tyrosine kinase signaling pathway** | 0.070 | 0.911 | 21 |
|  | GO:0007219 | **Notch signaling pathway** | 0.070 | 0.911 | 20 |
|  | GO:0034765 | regulation of ion transmembrane transport | 0.082 | 0.911 | 34 |
|  | GO:0048514 | blood vessel morphogenesis | 0.084 | 0.911 | 12 |
|  | GO:0007601 | **visual perception** | 0.088 | 0.911 | 45 |
|  | GO:0043049 | **otic placode formation** | 0.089 | 0.911 | 17 |
| BINIC | GO:0007010 | cytoskeleton organization | 0.022 | 0.921 | 11 |
|  | GO:0001568 | blood vessel development | 0.037 | 0.921 | 23 |
|  | GO:0008033 | **tRNA processing** | 0.047 | 0.921 | 24 |
|  | GO:0006396 | **RNA processing** | 0.057 | 0.921 | 11 |
|  | GO:0070654 | **sensory epithelium regeneration** | 0.058 | 0.921 | 10 |
|  | GO:0048514 | blood vessel morphogenesis | 0.074 | 0.921 | 12 |
|  | GO:0042742 | defense response to bacterium | 0.081 | 0.921 | 14 |
|  | GO:0043066 | **negative regulation of apoptotic process** | 0.093 | 0.921 | 30 |
|  | GO:0045893 | **positive regulation of transcription, DNA-templated** | 0.098 | 0.921 | 28 |
|  | GO:0006813 | potassium ion transport | 0.100 | 0.921 | 29 |
| FDR, false discovery rate. | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S13 Table — Gene sets list sorted by P-value.

**S13 Table.** GO Cellular Compartment process gene sets differentially expressed considering only over-expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | FDR | Size |
| --- | --- | --- | --- | --- | --- |
| BIC | GO:0005743 | mitochondrial inner membrane | 0.021 | 0.864 | 39 |
|  | GO:0005622 | intracellular | 0.078 | 0.864 | 263 |
|  | GO:0005576 | **extracellular region** | 0.081 | 0.864 | 322 |
|  | GO:0008305 | **integrin complex** | 0.084 | 0.864 | 16 |
| BANIC | GO:0005777 | **peroxisome** | 0.032 | 0.816 | 11 |
| BINIC | GO:0005777 | **peroxisome** | 0.056 | 0.922 | 11 |
| FDR, false discovery rate. | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S14 Table — Gene sets list sorted by P-value.

**S14 Table.** GO Molecular Function process gene sets differentially expressed considering only over-expressed genes [*P*-value < 0.1] for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | FDR | Size |
| --- | --- | --- | --- | --- | --- |
| BIC | GO:0003700 | **sequence-specific DNA binding transcription factor activity** | 0.025 | 0.939 | 391 |
|  | GO:0003735 | **structural constituent of ribosome** | 0.049 | 0.939 | 53 |
|  | GO:0004129 | **cytochrome-c oxidase activity** | 0.055 | 0.939 | 10 |
|  | GO:0019829 | **cation-transporting ATPase activity** | 0.057 | 0.939 | 13 |
|  | GO:0017017 | **MAP kinase tyrosine/serine/threonine phosphatase activity** | 0.063 | 0.939 | 15 |
|  | GO:0005525 | **GTP binding** | 0.069 | 0.939 | 201 |
|  | GO:0004364 | **glutathione transferase activity** | 0.076 | 0.939 | 12 |
|  | GO:0005520 | insulin-like growth factor binding | 0.076 | 0.939 | 13 |
|  | GO:0004725 | **protein tyrosine phosphatase activity** | 0.082 | 0.939 | 44 |
|  | GO:0004935 | **adrenergic receptor activity** | 0.083 | 0.939 | 14 |
|  | GO:0008134 | **transcription factor binding** | 0.090 | 0.939 | 28 |
| BANIC | GO:0031418 | L-ascorbic acid binding | 0.029 | 0.890 | 13 |
|  | GO:0004896 | cytokine receptor activity | 0.046 | 0.890 | 12 |
|  | GO:0004252 | serine-type endopeptidase activity | 0.050 | 0.890 | 84 |
|  | GO:0004842 | ubiquitin-protein transferase activity | 0.058 | 0.890 | 29 |
|  | GO:0003723 | **RNA binding** | 0.061 | 0.890 | 107 |
|  | GO:0004714 | **transmembrane receptor protein tyrosine kinase activity** | 0.068 | 0.890 | 17 |
|  | GO:0016798 | hydrolase activity, acting on glycosyl bonds | 0.084 | 0.890 | 20 |
|  | GO:0000975 | **regulatory region DNA binding** | 0.089 | 0.890 | 12 |
|  | GO:0005249 | **voltage-gated potassium channel activity** | 0.091 | 0.890 | 18 |
|  | GO:0009881 | **photoreceptor activity** | 0.098 | 0.890 | 25 |
| BINIC | GO:0000975 | **regulatory region DNA binding** | 0.023 | 0.904 | 12 |
|  | GO:0008236 | serine-type peptidase activity | 0.043 | 0.904 | 53 |
|  | GO:0016798 | hydrolase activity, acting on glycosyl bonds | 0.068 | 0.904 | 20 |
|  | GO:0004518 | nuclease activity | 0.084 | 0.904 | 36 |
|  | GO:0003723 | **RNA binding** | 0.099 | 0.904 | 107 |
| FDR, false discovery rate. | | | | | |

# Supplementary material for: Brain Transcriptomic Response to Social Eavesdropping in Zebrafish (Danio rerio)
**Source:** PLoS One. 2015 Dec 29;10(12):e0145801. doi: 10.1371/journal.pone.0145801
**Supplement:** S15 Table — Gene sets list sorted by P-value.

**S15 Table.** Chromosome location gene sets differentially expressed considering under- and over-expressed genes (*P*-value < 0.1) for bystanders to interacting conspecifics (BIC), bystanders attentive to non-interacting conspecifics (BANIC) and bystanders inattentive to non-interacting conspecifics (BINIC). Gene sets list sorted by *P*-value.

| Group | ID | Description | *P*-value | FDR | Size |
| --- | --- | --- | --- | --- | --- |
| BIC | 14 | **Chromosome 14** | 0.010 | 0.238 | 382 |
|  | 24 | Chromosome 24 | 0.073 | 0.750 | 317 |
| BANIC | 14 | **Chromosome 14** | 0.000 | 0.000 | 382 |
|  | 11 | Chromosome 11 | 0.066 | 0.573 | 376 |
| BINIC | 14 | **Chromosome 14** | 0.000 | 0.001 | 382 |
| FDR, false discovery rate. | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

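Whole-brain RNA of 12 zebrafish was measured on Affymetrix zebrafish gene 1.1 ST arrays, with 3 fish in each of 4 groups. The exposure lasted 30 min and the fish were 11 months old. The authors read the arrays with oligo and normalized them by RMA, which subtracts background, makes the distributions equal by quantile normalization and summarizes each probe set. The deposited values are therefore log2 values, 1 per probe set and array, from 0.932 to 12.5, and they are centred neither on a gene nor on a group. No counts or depths belong to such values, and the number of arrays limits the precision.

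The annotation used for names lists 20871 of the probe sets. Gene names and chromosomes were taken from the RefSeq annotation of the assembly GRCz12tu, which holds 18243 of the 18340 Entrez genes, and from the tables of the paper. The assembly is another one than the array was designed on, so no coordinates are given. For each gene the probe set of highest mean was kept. Genes with an SD over the 12 arrays above the median SD of all genes were tested, 9170 in all.

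Comparisons of 2 groups were fitted in limma 3.58.1 under R 4.3.3 on the 6 arrays of each, with Benjamini-Hochberg adjustment, an FDR threshold of 0.05 and a log2 fold change threshold of 1. Attentive fish (BIC and BANIC) were compared with the others (BINIC and ISOL) in a fit over the 12 arrays. The moderate lists take an unadjusted P under 0.01. Gene lists were written before the data were examined: 17 pathway lists and, adjusted separately, 11 lists of cell type markers. They were tested over all 18340 genes with camera at a preset correlation of 0.01, and again with the correlation estimated per list. The pathway lists stand for themes that the paper names, and its DE genes had been seen when they were written. Chromosome 14 was tested with the GAGE statistic of the methods on absolute log2 fold changes, threshold P 0.1, and by exact permutation of the 6 arrays. Distances between arrays are mean Manhattan distances of scaled genes, tested over 84 relabelings of the arrays outside BINIC.

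The genes named in the text follow a rule written before the data were examined: the DE genes of Fig 2 and jun, which had been seen in the paper's tables; the 20 genes of smallest P per comparison, of which up to 10 are named; the list members of smallest P; and chromosome 14 genes with a P under 0.01. The photoreceptor genes and the genes at 1 of 2 levels in the closing section were chosen after their values were seen. A gene was taken to have 2 levels when a gap of more than 1 on the log2 scale, and more than 3 times the SD within the levels, divides the 12 arrays with at least 2 on each side.

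The procedures were tested on simulated data with the real means and SDs and 200 changed genes among 9170. For BIC against ISOL, 98.0% of the genes changed by 1.5 and 44.0% of those changed by 1 (log2) were recovered, with 3 false calls. For BANIC against ISOL 100.0% and 38.0% were recovered, and for BINIC against ISOL 96.0% and 48.0%. In simulated data with 1 of 17 lists raised, each set test called that list and 0 others. The values were drawn gene by gene, so the simulated lists hold no correlation among their genes. These simulations therefore cannot show how many false calls such correlation gives in the real lists. Alternatives tried are the other fits, filters, probe set choices, scalings and set tests named in the closing section, and leaving out each array in turn. The motif and protein network analyses, and the behavior of the fish, were not analysed here.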

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

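The mislabelling test, all tests of a response to the stimulus, the oligodendrocyte test, and the choice of the genes at 2 levels were made after the results were seen. The reading of the pattern tests was also changed after their values were seen: a bound now counts against an explanation where the value passes it by more than its spread. Read strictly as first written, the bounds would also count against a shared variant and against the pineal gland, which are left open below. The bounds for retinal tissue, for oligodendrocytes and for a mislabelled isolated fish were met, but these tests cannot decide, for reasons given below. These explanations are left open too. The bounds for a response to the stimulus were also met, and what is said of it below covers only the division among isolated fish.

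The direct comparison of BIC with BANIC, which the paper does not report, differed at gusb, by a log2 fold change of 2.61, and at igflr1, by 1.24. igflr1 lost its call when any array other than BANIC1 was left out and with no SD filter, and the filter against dim genes removed it. A fit of all 4 groups called neither gene. Genes that the paper does not discuss passed an FDR under 0.05 in comparisons against ISOL or of attentive with other fish. vwa7 had a log2 fold change of -1.12 in BANIC, a call lost when any array other than ISOL2 was left out, and ugt5c2 of -0.97 in BINIC. Higher in attentive fish were the activity-induced genes egr2a (0.71), sik1 (0.89), dusp1 (0.88), dusp5 (0.63), ier2b (0.61) and nr4a3 (0.49), with gpr3 (0.80) and rtn4rl2a (0.56). ces2b (-0.68) and si:ch211-236d3.4 (-0.51) were lower.

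At 41 genes the 12 fish fall on 2 separate levels, among them 6 of the 16 DE genes of Fig 2. Outside the photoreceptor lists there are 34 such genes in 22 arrangements of the fish, and 8 of them put BIC1, ISOL1 and ISOL3 alone on one side, where the highest count of the other sets of 3 arrays is 1. These are ggact.3, mhc1uba, pde9ab, serpinb1l2, si:ch211-214b16.3, si:rp71-77l1.1, tas2r200.1 and tas2r200.2. The mean of BIC1 over the immediate early genes lies 0.217 above the highest isolated fish, more than their SD of 0.0886. The list holds genes that the paper called with BIC1 counted as a BIC fish, so this test is not independent of the label. The mean without those genes was not tested, and a mislabelled isolated fish stays open for BIC1. A variant shared by related fish may explain the pattern, and it stays open: of the 200 genes that best separate the 3 arrays, 40 have a neighbour within 10 genes among them, against a median of 29 and a highest of 50 in 99 other sets, of which 6 had as many. That number missed the bound set before the data were examined, which was fewer than 5. It lies within the sampling error of the drawn sets, so the explanation and chance cannot be told apart here. This arrangement parts isolated fish, which had the same exposure, so exposure alone cannot account for the division among these fish. It recurs at 8 genes, where the highest count of any 3 arrays was 3 in 1000 permutations of the levels gene by gene. Those permutations treat the genes as independent. The recurrence shows that the genes vary together, and it does not bear on a response to the stimulus. The distance of ISOL2 from ISOL1 and ISOL3 at these genes, at least 1.51, follows from how they were selected and is not counted. The number of genes that keep every group whole, 0 of 34, decides nothing, as the permutations also have a median of 0.

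Photoreceptor genes are high in ISOL2, ISOL3, BANIC1 and BINIC1: gnat1 by 3.08 and saga by 2.34 (log2) over the other 8 arrays. BINIC3, which was counted among those 8, is high as well: its mean over the marker list is 4.44, against 4.22 to 4.42 in the 4 arrays and 3.79 to 3.86 in the remaining 7. It shares the high gnat1 (5.63) but not saga, and has the highest opn1sw1 (5.17) and the lowest aanat2 (4.89) of the 12 arrays. The 7 measured cone opsins have a median difference of -0.0125 in the 4 arrays, under the bound of 0.5 set before the data were examined. They lie near the floor and cannot decide on retinal tissue, which stays open. The means of these opsins run from 2.41 to 3.90, under the lower quartile of all genes of 4.35. gnat1 is as dim in the other 8 arrays (3.35) and stands 3.08 higher in the 4. It is the 1 marker as dim as the opsins that is over 1 higher. Other markers go both ways, with rcvrn2 (0.94), pde6c (0.76), crx (0.64) and gnat2 (0.50) higher in the 4 arrays. gngt2b (-0.25), prph2b (-0.21), guca1b (-0.11), gnb3b (-0.09), gngt1 (-0.05) and grk1a (0.03) are not, and rho was not used here. In BINIC3 the opsins lie a median of 0.29 above the 7 low arrays, and retinal tissue stays open for that fish too. With BINIC3 counted among the high arrays, a division chosen after the values were seen, the median difference of the opsins is 0.12. The high arrays part isolated fish, which had the same exposure, so exposure alone cannot account for the division among these fish. Whether exposure adds to the level of the other fish was not tested. Over the 57 listed photoreceptor genes without 2 levels, the 4 arrays are 0.243 above the other 8, and 5 of the 495 sets of 4 arrays differ as much (1-sided exact p = 0.0101). With BINIC3 also among the high arrays the difference is 0.311, the highest of 792 sets of 5. These genes come from the same lists as the genes on which the arrays were chosen. They show that the pattern reaches more photoreceptor genes, and they do not bear on a response to the stimulus. On the marker mean ISOL1 is 0.386 below the nearest isolated fish, with a range of 0.593 among the 3. Both values restate the pattern and are not counted. Pineal gland carried along in dissection is a candidate explanation that stays open for the 4 arrays. It rests on aanat2 alone of 3 genes named before the test, with a difference of 0.454, below the bound of 0.5 set before the data were examined but within its standard error of 0.0708. In all 4 arrays aanat2 (at least 5.42) is above the other 8 (at most 5.26). asmt2, which was not among the 3 named genes, shows no such difference (-0.00985), and with BINIC3 among the high arrays that of aanat2 is 0.30.

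Cholesterol genes were higher in each bystander group than in ISOL by camera at a preset correlation, and in none of them with an estimated correlation (adjusted p = 0.222 in BIC, 0.554 in BANIC and 0.37 in BINIC). When adjusted over the list alone, 1 gene of 25 was higher in BIC and 1 in BANIC, and the call in BANIC was lost without ISOL2 (0.10, adjusted p = 0.0606). The cholesterol median exceeds that of the oligodendrocyte markers by at least 1.90 standard errors in each comparison. That error comes from resampling genes and holds no spread between fish, so the test cannot decide on a larger share of oligodendrocytes. The oligodendrocyte median was 0.07 in BIC, -0.015 in BANIC and 0.11 in BINIC. Whether the variation shared by BIC1, ISOL1 and ISOL3 contributes cannot be told apart from a response: BIC1 lies 0.0257 above the highest isolated fish, within their SD of 0.0647. The presence of conspecifics, the biological difference of the design, stays among the open explanations.

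Other splits of the same arrays were counted for each number of genes. Splits of 3 arrays against 3 are 10 in all, too few for a share under 0.05, and the real split is counted among those with as many. The DE genes of BIC were 7 (2 splits with as many, highest other 14), of BANIC 12 (2 splits, highest other 17), of BINIC 3 (2 splits, highest other 13) and of BIC against BANIC 2 (1 split, highest other 1). The split of BIC1, ISOL1 and ISOL3 from BIC2, BIC3 and ISOL2 called the 14, those of ISOL2 and ISOL3 with BANIC1 or with BINIC1 called the 17 and the 13. These larger counts point to a structure of the samples other than the groups. For genes with a P under 0.01 the real numbers were 112 in BIC (3 splits with as many, highest other 271), 154 in BANIC (1 split, highest other 110) and 200 in BINIC (1 split, highest other 129). For lists they were 8 in BIC (3 splits, highest other 10), 8 in BANIC (1 split, highest other 6) and 3 in BINIC (6 splits, highest other 5). Of 100 drawn splits, a share under 0.05 gave as many as the 7 DE genes of attentive fish (2 splits with as many, highest other 7) and as the 4 shared by BIC and BANIC (3 splits, highest other 14). The exact 95% limits of these shares reach 0.0704 and 0.0852, so shares of 0.05 are within the sampling error of the draw.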

How the results depend on the processing

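Chosen after seeing the data were the S1 Table probe set for npas4b, leaving out the genes at 2 levels, and leaving out sets of arrays. With no SD filter the number of DE genes was 3 in BIC, 7 in BANIC, 1 for BIC against BANIC and 1 shared, and with dim genes removed it was 4, 2, 1 and 1, and 0 in BINIC. A fit of all 4 groups called 6 genes in BANIC, 0 in BINIC and 0 for BIC against BANIC. limma arrayWeights called 7 in BINIC. A replicate block called 12 in BIC, although same-number arrays have a median correlation of 0.00835, so that the numbers do not pair the fish. With no fold change threshold 18 genes differed in attentive fish. Leaving out the genes at 2 levels left 1 in BINIC and 1 for BIC against BANIC. Without BIC1, ISOL1 and ISOL3, with a lone isolated fish assumed to vary like the other fish, 93 genes were called in BIC and 17 in attentive fish. The cause was not tested for any of these, beyond the other genes or fewer arrays tested.

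Genes with a P under 0.01 numbered 189 in BIC, 243 in BANIC and 412 in BINIC with no SD filter, where more genes are tested, 333 in BINIC with dim genes removed, and 174 in BIC with a replicate block. Lists past the test numbered 0 in BIC, 1 in BANIC and 0 in BINIC with the correlation estimated. The directional test of fry gave the same numbers. In BINIC the lists numbered 1 by GAGE and 5 with genes past the SD filter. Without ISOL2, ISOL3, BANIC1 and BINIC1, with ISOL1 the lone isolated fish and assumed to vary like the other group, they numbered 4, 5 and 5. The cause was not tested.

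Leaving out 1 array at a time gave 5 to 25 DE genes in BIC (25 without ISOL1, 19 without BIC1, 12 without ISOL3), 6 to 36 in BANIC (6 without ISOL1, 36 without ISOL2), 2 to 30 in BINIC (30 without ISOL2, 8 without BINIC3), 1 to 4 for BIC against BANIC (1 without BIC3 or BANIC2, 4 without BANIC1), 6 to 12 in attentive fish (12 without BIC1) and 1 to 9 shared (1 without ISOL1, 9 without BIC1, 8 without ISOL3, 7 without ISOL2). Genes with a P under 0.01 ranged from 60 to 189 in BIC (60 without BIC2, 61 without BIC3, 189 without BIC1), 80 to 262 in BANIC (80 without ISOL1, 262 without ISOL2) and 116 to 342 in BINIC (116 without ISOL1, 130 without BINIC2, 342 without ISOL2). Lists ranged from 5 to 11 in BIC (5 without ISOL2), 1 to 8 in BANIC (1 without ISOL2, 3 without BANIC3, 5 without BANIC1 or BANIC2) and 1 to 4 in BINIC (1 without BINIC1 or BINIC3). The chromosome 14 statistic ranged from 1.00 (P 0.158, without BIC3) to 2.09 in BIC, 1.83 to 3.41 in BANIC and 1.51 to 2.80 in BINIC, and it stayed past its threshold apart from BIC without BIC3.

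The distance of BINIC to ISOL exceeded that to attentive fish by 0.0656 to 0.118 when 1 array was left out (exact permutation p from 0.0179 to 0.143, past 0.05 without 9 of the 12 arrays). It was 0.0289 by Pearson correlation (exact p = 0.571) and reversed to -0.345 over the 16 DE genes of Fig 2 (exact p = 0.0833), which were chosen on the groups. Among the alternatives run on single genes, 1626 outcomes were counted as unchanged, 84 lost a call and 36 gained one. A reversal was counted only for genes called with the main settings, and there were 0. A change of sign in a gene not called there counts as unchanged. For single lists these counts were 607, 88, 19 and 0, with a reversal counted only for lists called in both settings. Dim genes lie near background on these arrays, which limits what their values show.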

Differences from the paper's values

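The P of the chromosome 14 set differs. For BIC the paper's value in S15 Table is 0.010 and the value here 0.0242. For BANIC the paper's is 0.000 and here 0.00354, and for BINIC the paper's is 0.000 and here 0.00526. Of the alternatives set before the data were examined, leaving out BANIC replicate 3 gave a P of 0.000346 in BANIC, which falls within the paper's rounded value. No other alternative brought any of the 3 within the paper's value.

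The numbers of DE genes do not differ by more than 1.5 times: the paper's are 8, 11 and 3 for BIC, BANIC and BINIC, and here they are 7, 12 and 3 at the paper's stated thresholds. With all probe sets tested the numbers were 8, 11 and 3. The number in BIC was also 8 with each array centred on its median and with limma arrayWeights, and that in BANIC 11 with the mean of all probe sets. The log2 fold changes of the paper's DE genes match those here within rounding. The paper lists npas4b in BIC. Here the probe set of highest mean has 0.72 (adjusted p = 0.352 from limma), and npas4b is called with the mean of all probe sets of a gene, with all probe sets, and with the probe set of S1 Table (the last chosen after seeing the values, and dropping 0 of the paper's 8 in BIC). vwa7, called in BANIC here, is not among the paper's DE genes, and it is not called with all probe sets or with no SD filter. The filter against dim genes removed it.

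The paper places jun among the genes that respond in both attentive groups, and its log2 fold change here was -0.01 in BIC and -0.04 in BANIC, while fos changed in both. The paper did not call jun differentially expressed. It names jun from enriched motifs and from the protein network, which were not analysed here, so the measures are unlike. The paper names adrenergic receptor activity for BIC, and the list used here passed in BANIC (adjusted p = 0.0202 by camera, 0.554 with an estimated correlation) and not in BIC (0.126 by camera). It names the peroxisome for BANIC and BINIC, and the list used here was lower in BIC (-0.07, adjusted p = 0.0177 by camera, 0.331 with an estimated correlation), with -0.06 in BANIC (adjusted p = 0.0742). It names Notch signaling and potassium channels for BANIC, and neither list passed in BANIC here. It names cholesterol biosynthesis for BIC and BINIC, and the list used here was higher in BANIC too (adjusted p = 0.000172 by camera, 0.554 with an estimated correlation, 0.0606 without ISOL2). It reports a circadian set for BIC and not for BANIC, and the list used here was higher in both, and in neither without ISOL2 or with an estimated correlation (adjusted p = 0.475 in BIC and 0.69 in BANIC). The lists here are not the paper's gene sets, and the paper called its sets at an unadjusted P under 0.1, for pathways in either direction. For GO terms, which include its adrenergic, peroxisome, Notch and potassium channel sets, it considered over-expressed genes only. The peroxisome median of -0.06 in BANIC here runs the other way. The paper places BINIC closer to ISOL than to the other groups. Over the 16 DE genes the distances here run the same way, and over all genes past the SD filter the mean distance from BINIC to ISOL was larger. Over the latter genes the isolated fish also differed more among themselves than the fish of any other group. That spread adds to the distance from ISOL, so these values do not decide against the paper's placing of BINIC.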

Other observations

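Of 11 lists of cell type markers, radial glia genes were higher in BIC (median log2 fold change 0.08, adjusted p = 0.00988 by camera) and photoreceptor genes lower (-0.19, adjusted p = 0.00969). In BANIC erythrocyte genes (0.15, adjusted p = 0.00998) and skeletal muscle genes (0.19, adjusted p = 0.0205) were higher, and endothelium genes (-0.09) and microglia genes (-0.10) were lower (adjusted p = 0.00998 for both). In BINIC none of the 11 passed, the lowest adjusted p being 0.0845. Muscle genes were lower in BIC than in BANIC (-0.25, adjusted p = 0.00247). The muscle list mean was 5.38 in BANIC3, against 4.23 and 4.60 in the other BANIC fish, 4.34 to 4.47 in ISOL and 4.24 to 4.45 in BIC, so 1 fish carries both muscle calls. Without BANIC3 the muscle median was -0.06 in BANIC (adjusted p = 0.725) and -0.04 for BIC against BANIC (adjusted p = 0.411), and these calls were also lost without ISOL3 (0.19, adjusted p = 0.209) and BIC2 (-0.22, adjusted p = 0.0558). The erythrocyte call rests on ISOL2, with a list mean of 5.66 against 6.12 and 6.51 in the other isolated fish, and without it the median was -0.01 (adjusted p = 0.911). Endothelium in BANIC was lost without ISOL1 (-0.09, adjusted p = 0.0604) or ISOL3 (-0.09, adjusted p = 0.129), microglia without ISOL1 (-0.07, adjusted p = 0.205), and photoreceptors in BIC without ISOL3 (-0.15, adjusted p = 0.192). Neuron, oligodendrocyte, ependyma, meninges and pituitary genes passed in none of these comparisons. The radial glia call in BIC held with each array left out, at a lower median of 0.05 without ISOL2 (adjusted p = 0.0372 by camera). No marker list held with an estimated correlation.

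Of the pathway lists, finTRIM genes were lower in BINIC (-0.06, adjusted p = 0.0455 by camera, 0.37 with an estimated correlation). They did not pass by the GAGE statistic on signed changes (adjusted p = 0.198). Without BINIC1, 1 pathway list passed in BINIC by camera, against 3 with all arrays. Between BIC and BANIC, immediate early genes were higher in BIC (0.07, adjusted p = 0.000891 by camera) and phototransduction genes lower (-0.11, adjusted p = 0.019), and neither held with an estimated correlation (adjusted p = 0.893 for both).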
